# Proteome-wide determinants of co-translational chaperone binding in bacteria

**DOI:** 10.1038/s41467-025-59067-9

**Published:** 2025-05-10

**Authors:** Carla Verónica Galmozzi, Frank Tippmann, Florian Wruck, Josef Johannes Auburger, Ilia Kats, Manuel Guennigmann, Katharina Till, Edward P. O´Brien, Sander J. Tans, Günter Kramer, Bernd Bukau

**Keywords:** Chaperones, Translation, Computational models

## Abstract

Chaperones are essential to the co-translational folding of most proteins. However, the principles of co-translational chaperone interaction throughout the proteome are poorly understood, as current methods are restricted to few substrates and cannot capture nascent protein folding or chaperone binding sites, precluding a comprehensive understanding of productive and erroneous protein biosynthesis. Here, by integrating genome-wide selective ribosome profiling, single-molecule tools, and computational predictions using AlphaFold we show that the binding of the main *E. coli* chaperones involved in co-translational folding, Trigger Factor (TF) and DnaK correlates with “unsatisfied residues” exposed on nascent partial folds – residues that have begun to form tertiary structure but cannot yet form all native contacts due to ongoing translation. This general principle allows us to predict their co-translational binding across the proteome based on sequence only, which we verify experimentally. The results show that TF and DnaK stably bind partially folded rather than unfolded conformers. They also indicate a synergistic action of TF guiding intra-domain folding and DnaK preventing premature inter-domain contacts, and reveal robustness in the larger chaperone network (TF, DnaK, GroEL). Given the complexity of translation, folding, and chaperone functions, our predictions based on general chaperone binding rules indicate an unexpected underlying simplicity.

## Abstract (web summary)

This study integrates ribosome profiling, single molecule methods and computational predictions to reveal that molecular chaperones bind ‘unsatisfied’ residues exposed on partial nascent folds, rationalizing how their activities generate a robust co-translational protein folding network.

## Introduction

Proteins are particularly susceptible to misfolding and aggregation when they emerge from the ribosomal tunnel and begin to form structure^1^. Guidance by molecular chaperones is critical to this co-translational folding process across all domains of life, yet is poorly understood^2,3^. While chaperones interact generally with a vast spectrum of nascent proteins, whose size and structure vary radically during translation and throughout the proteome, these interactions must also be specific to affect folding productively^4^. This general-yet-specific binding mode is key to co-translational chaperone function and hints at universal underlying rules, but is difficult to address experimentally.

Best-characterized is *Escherichia coli*, where the chaperone trigger factor (TF) directly binds ribosomes near the exit tunnel and interacts with a large fraction of emerging nascent chains^5^. The DnaK system^6,7^ also engages many proteins co-translationally^8–11^, while the range is less clear for other chaperones like GroEL-ES^12–14^. Knocking out either TF or DnaK affects growth only modestly. However, a dual knock-out is synthetically lethal above 30 °C and causes widespread protein aggregation^15,16^. Both TF and DnaK are thought to bind unfolded nascent chain conformers, with the cradle-shaped TF engaging in multivalent low-affinity contacts of hydrophobic and polar origin^17–20^, and DnaK using a binding groove and nucleotide-controlled lid to capture short peptide segments enriched in hydrophobic residues flanked by basic residues^6,7^. In this way, TF and DnaK are proposed to shield nascent chains from aggregation^20–27^, promote co-translational folding^26^, as well as delay folding until later stages of translation^22,28^. Whether these modes of action can explain general and specific binding across the proteome is unclear. Here, we aimed to elucidate the determinants of TF and DnaK co-translational binding throughout the proteome, and to study their interplay within the TF, DnaK, and GroEL-ES network. Structural methods like NMR and Cryo-EM can show how nascent chains and chaperones interact^29^, while biochemical and single-molecule techniques can probe folding^30,31^. However, these approaches necessarily study certain substrates at certain moments of translation, limiting proteome-wide views.

We integrated three methods to overcome these experimental limitations. Selective ribosome profiling^32,33^ (SeRP) showed when TF, DnaK, and GroEL bind during translation across the proteome. Optical tweezers^34^ experiments combined with fluorescence^35^ showed that TF and DnaK bind partially folded conformers more stably than unfolded ones, leading us to hypothesize that they recognize “unsatisfied residues”—residues that cannot yet form all native contacts due to incomplete translation—that are exposed on nascent folded structures. Our data suggest that TF and DnaK play distinct roles in co-translational folding, with TF chaperoning intra-domain folding and DnaK preventing premature inter-domain contacts. Furthermore, we used SeRP to study the proteome-wide response of one chaperone upon the deletion of another. These data revealed that the chaperone network uses a combinatorial program to assist in adaptive folding of the nascent chain proteome. We identified unsatisfied residues exposed on partially folded structures as important proteome-wide determinants of co-translational chaperone guidance in *E. coli*.

## Results

### Co-translational engagement of TF, DnaK, and GroEL throughout the proteome

We performed SeRP to comprehensively study binding of the major cytosolic chaperones TF, DnaK, and GroEL to nascent chains. SeRP is based on two deep sequencing datasets (Fig. 1a). The total translatome is defined by all the (approximately) 30-nucleotide-long mRNA footprints that are protected by ribosomes at cell harvest. In contrast, the chaperone-selected translatome enriches the mRNA footprints of ribosomes whose nascent chains are engaged by one of the chaperones, as obtained by affinity purification (AP) for that chaperone before sequencing. 

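For each of the 3 chaperones, footprints were sequenced from 2 cultures of WT cells grown at 30 °C, with a total and a selected translatome from each culture. Ribosomes bound by TF were purified through a biotinylated tag on TF, and those bound by DnaK or GroEL with an antibody from lysates depleted of ATP, for GroEL after chemical crosslinking. The authors trimmed the reads, removed those of rRNA and tRNA, aligned the rest to the MC4100 genome and assigned each footprint to its P-site. The deposited values are raw counts of footprints at each nucleotide of the coding sequences, without normalization. In the TF experiment, the total translatomes of replicates 1 and 2 held 2495716 and 5346504 counts, and the selected translatomes 11383176 and 6410363. In the DnaK experiment, these were 25580138 and 7236856 counts for the total and 9880363 and 6145965 for the selected translatomes. In the GroEL experiment, they were 11024740 and 13648148 counts for the total and 11948656 and 12845338 for the selected translatomes. The total translatome labelled WT 2 of the GroEL experiment held 77.7 RPM (reads per megaread) of tig, the gene of TF, against 6149 RPM in WT 1, and it was used here as labelled unless stated otherwise. Counts were summed per codon, and the enrichment at a codon is the ratio of selected to total counts in a sliding window of 15 codons, divided by the ratio of the library sizes. Each replicate received its own 95% Agresti-Coull interval, which covers counting error only. Gene by gene, replicates differed by more than counting error, with a chi-square per degree of freedom from 5.51 for the TF total translatomes to 239 for those labelled WT of the GroEL experiment. A codon counted as bound when the binding values of both replicates, 0.2 where the interval held the threshold of 1.5, averaged at least 0.6, and binding periods shorter than 6 codons were discarded. The onset is the first bound codon, counted from 0 at the start codon. As in the paper, tufA, tufB, dnaK and groEL were left out, but their reads stayed in the library sizes, and groEL alone took 27.8% and 27.0% of the counts in the GroEL-selected translatomes of WT cells.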

Finally, the selected translatome is normalized by the total translatome in a codon-wise manner, thus providing the chaperone enrichment profiles along all open reading frames (ORFs) (Fig. 1a, Supplementary Fig. 1a, b, j). 

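The TF metagene profile was the mean over 3963 genes of the enrichment in bins of 6 codons, with the counts of both replicates pooled. It reached its maximum of 1.72 in the bin starting at codon 186. Between codons 400 and 500 the mean enrichment was 0.640 times that between codons 100 and 200, with a 95% interval from 0.581 to 0.703 when genes were resampled. Genes are not independent replicates, so this interval does not cover the variation between cultures. Without replicate 1 the ratio was 0.663 with the maximum at codon 162, and without replicate 2 it was 0.640 with the maximum at codon 192. The median over genes in place of the mean moved the ratio most, to 0.765, and summing reads over genes moved the maximum most, to codon 216.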

Metagene profiles (averaged over all ORFs) show that TF preferentially binds at chain lengths of 100–250 residues (Fig. 1b, Supplementary Fig. 1c). DnaK and GroEL engagement instead increases continuously during translation, suggesting a general preference for long nascent chains and consecutive chaperone action. 

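For DnaK, the mean enrichment between codons 400 and 500 was 2.56 times that between codons 100 and 200, with a 95% interval from 2.40 to 2.73 over resampled genes. For GroEL the same ratio was 3.22, with an interval from 2.59 to 4.11. Up to codon 500, both profiles had their maximum in the bin starting at codon 492, at 2.37 for DnaK and 3.71 for GroEL. With replicate 1 or 2 left out, the ratio was 2.60 or 2.43 for DnaK and 3.46 or 3.26 for GroEL. The maximum then lay at codon 456 or 486 for DnaK and at codon 492 or 456 for GroEL. An exchange of the total translatomes labelled WT 2 and ∆tig 1 of the GroEL experiment was chosen after seeing the data. It gave a GroEL ratio of 3.24 and a maximum of 3.85 at codon 414. For DnaK the median over genes gave the lowest ratio, 2.25, and for GroEL it gave 1.83, so a part of the mean GroEL increase came from a subset of genes.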

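The engagement score of a gene is the highest lower bound of its enrichment interval in a window of 45 codons, averaged over both replicates, with the first 30 and the last 10 codons left out. Supplementary Data 1 was available here with 1997 of its genes per chaperone, and the TF and DnaK scores computed from the deposited counts equalled the paper's for 1997 of 1997 genes each. With the labels as deposited the GroEL scores equalled the paper's for 0 of 1997 genes, at a median ratio of 1.03. All 1997 were equal once the total translatomes labelled WT 2 and ∆tig 1 of the GroEL experiment were exchanged, an exchange found after seeing the data and the only match among 30 pairs of total translatomes tried. The highest TF score was that of oppA, 9.63 ± 1.15 (SD, n = 2). The highest DnaK score was that of rpoH, 31.3 ± 2.24 (SD, n = 2), followed by barA with 22.7 ± 4.66. The highest GroEL score was that of sdhA, 209 ± 12.2 (SD, n = 2), and 193 ± 36.2 with the 2 total translatomes exchanged. The GroEL score of leuA, 66.2 ± 55.2, rested on replicate 2, at 105 against 27.2 in replicate 1, and was 26.6 after the exchange. With TMM factors in place of library sizes, the score of sdhA rose to 341.

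**Figure D1:**
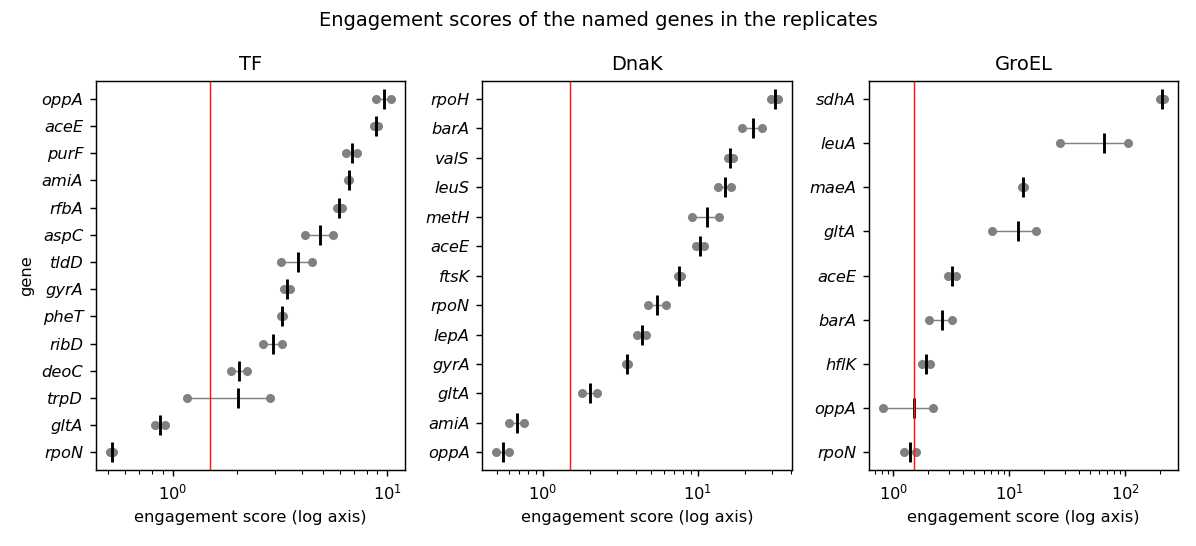
Chaperone engagement scores of genes named in the text, on a logarithmic axis, for TF, DnaK and GroEL in WT cells. Points are the 2 replicates, bars their mean, and the red line marks an enrichment of 1.5; the scores run from 0.520 for TF on rpoN to 209 for GroEL on sdhA.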

We determined the maximum enrichment for each ORF (chaperone engagement scores^36^) to rank proteins according to their strength of interaction (Supplementary Fig. 1e left, Supplementary Data 1). 

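Engagement scores were computed for 3937 genes. The score was above 1.5 for 896 genes with TF, 812 with DnaK and 935 with GroEL, and above 5 for 157, 93 and 115 genes. With the total translatomes labelled WT 2 and ∆tig 1 of the GroEL experiment exchanged, 798 genes had a GroEL score above 1.5 and 92 above 5. The 99th percentile of the scores was 7.27 for TF, 7.50 for DnaK and 12.5 for GroEL. Counts per gene were also tested for a difference between the selected and the total translatome with edgeR's quasi-likelihood test, with library sizes as the scaling, the culture as a block and Benjamini-Hochberg adjustment at 0.05. For TF, 606 genes were enriched and 1764 depleted among 3060 tested, led by oppA with a log2 ratio of 2.65 (standard error 0.0490, adjusted p = 1.27e-20), tolC with 2.59 and cueO with 2.40. For DnaK, 381 genes were enriched and 1897 depleted among 3159, led by recC with 3.15 (standard error 0.101, adjusted p = 1.12e-14), rpoH with 3.15 and barA with 3.08. For GroEL, 130 genes were enriched and 1132 depleted among 3632, led by sdhA with 5.21 (standard error 0.199, adjusted p = 0.00448), frdA with 4.97 and ydcP with 4.59. The largest falls were those of narL with TF, at -1.56, pheL with DnaK, at -2.62, and dinQ with GroEL, at -2.72. Library sizes left the median log2 ratio of all genes at -0.61 for TF, -0.56 for DnaK and -0.69 for GroEL, and enrichment or depletion is relative to the library. With TMM normalization, which moved these medians to -0.08, -0.03 and -0.05, the enriched genes numbered 1001, 912 and 348 and the depleted genes 978, 859 and 100. With the 2 GroEL total translatomes exchanged, 350 genes were enriched with GroEL and 2517 depleted.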

The engagement scores differ strongly between chaperones, but they mainly indicate differences in substrate pool size (TF>DnaK >> GroEL), as ubiquitously acting chaperones are distributed among more substrates, which leads to smaller enrichment values.

**Fig. 1:**
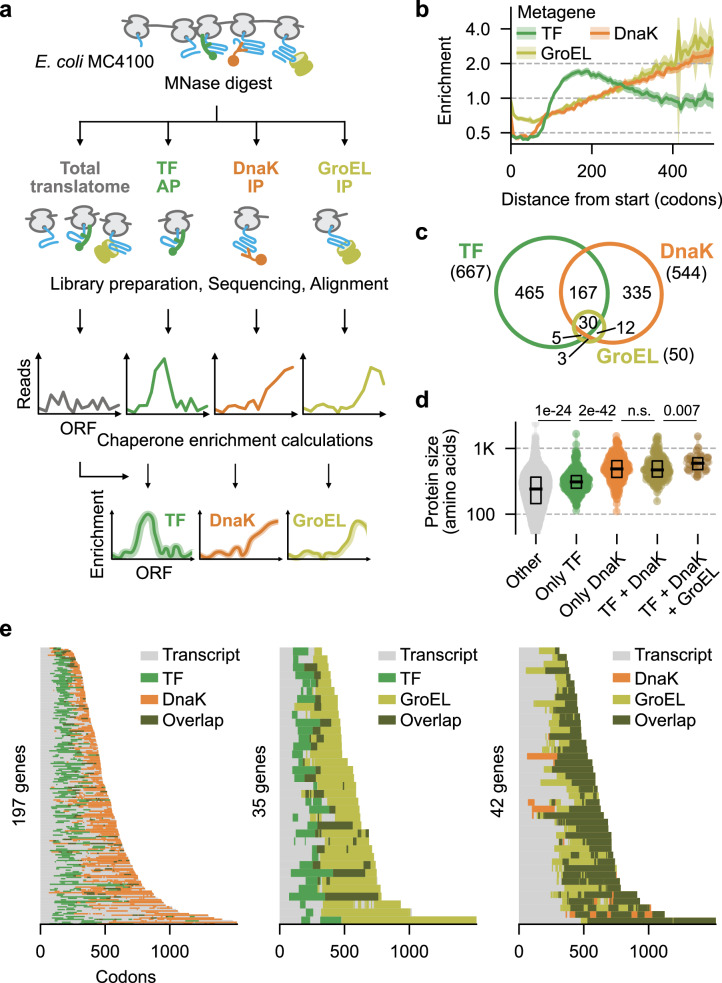
Profiling of chaperone binding to nascent chains. **a** Schematic of the SeRP experiments. AP affinity purification, IP immunoprecipitation, ORF open reading frame. **b** Genome-wide (*n* = 3961) metagene enrichment profiles for TF (green), DnaK (orange), and GroEL (olive). Solid lines and shadows indicate means and 95% CI, respectively. **c** Overlap between the strongest TF, DnaK, and GroEL interactors. Numbers indicate involved proteins. See Supplementary Fig. 1e, f for details. **d** Protein size distribution of chaperone interactors (*n* = Only TF: 465; Only DnaK: 335; TF + DnaK: 167; TF + DnaK + GroEL: 30) and all other proteins (*n* = 2951). Black bars indicate medians, boxes indicate the interquartile range. *P* values were calculated using two-sided Mann–Whitney *U* tests. **e** Heat maps of chaperone binding periods for nascent chains of high-affinity substrates. Source data are provided as a Source Data file.

Next, we aimed to rank protein substrates for each chaperone separately. Engagement scores are broadly distributed, making a threshold-based selection of substrate groups unsuitable (Supplementary Fig. 1d). Thus, we performed pair-wise comparisons of chaperone engagement profiles using dynamic time warping, a method to compare the variation between two signals of different lengths^37^, and employed the resulting matrix for hierarchical clustering (Supplementary Fig. 1e). 

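Pair-wise dynamic time warping distances were recomputed between the lower interval bounds of 3913 genes, capped at 500, and clustered with Ward linkage into 2 clusters per chaperone. Cluster A, the cluster with the higher lower bounds, had a median highest bound of 3.25 against 0.394 in cluster B for TF, and of 5.51 against 0.802 for DnaK. For GroEL these medians were 49.9 and 0.911. Of the genes in the recomputed cluster A, 656 were also in the paper's for TF, 168 for DnaK and 14 for GroEL.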

For each chaperone, this revealed a high-affinity cluster A and a lower-affinity cluster B (Supplementary Fig. 1f, Supplementary Data 2). 

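In windows of 15 codons, the recomputed cluster A held 827 proteins for TF, 169 for DnaK and 15 for GroEL. The step at which Ward linkage divides the genes moved with the replicates used. Without replicate 1, cluster A held 303, 50 and 68 proteins, and without replicate 2 it held 269, 496 and 71. The distances used as observation vectors, the 1 other planned setting, gave a TF cluster of 425 proteins. With windows of 45 codons, chosen after seeing the data, cluster A held 604 proteins for TF, 450 for DnaK and 17 for GroEL. With the total translatomes labelled WT 2 and ∆tig 1 exchanged as well, the GroEL cluster A held 50 proteins, 49 of them in the paper's.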

TF and DnaK each had more than 500 proteins within cluster A. Cluster A of GroEL instead comprises only 50 proteins, indicating GroEL has a much smaller nascent substrate pool, consistent with our engagement score ranking analysis. Within the clusters A, proteins with high sequence similarity also have highly similar chaperone enrichment profiles, suggesting that homologs have similar folding paths and chaperone assistance needs (Supplementary Fig. 1g). This is exemplified by similar DnaK engagement profiles of the homologous proteins LeuS and ValS (Supplementary Fig. 1f right and h), and the presence of specific protein classes in clusters A, like aminoacyl tRNA synthetases for TF and DnaK, histidine kinases for DnaK, and peroxidases for GroEL (Supplementary Data 3).

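The dynamic time warping distance between the DnaK profiles of leuS and valS was 17.3, against a median distance of 108 from leuS and 135 from valS to the 543 other proteins of the paper's cluster A. LeuS was the nearest protein to valS, and valS ranked 2 among the neighbors of leuS. With windows of 45 codons the distance was 15.7 and both ranked 3. Their DnaK engagement scores were 16.3 and 13.5 in the 2 replicates for leuS and 16.8 and 15.6 for valS, ranks 8 and 5 of all genes. In stretches of 100 codons, the DnaK enrichment of leuS rose from 2.15 ± 0.130 between codons 500 and 600 to 8.10 ± 0.342 between codons 600 and 700. That of valS rose from 1.68 ± 0.120 to 6.29 ± 0.0886 over the same stretches. The onsets differed, at codon 114 for leuS and codon 283 for valS.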

### Chaperone networking

To study how the individual chaperones integrate into a functional network, we first determined which nascent proteins are bound by none, one, or multiple chaperones (Fig. 1c). 

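By the cluster A lists of Supplementary Data 2, 465 proteins are bound by TF alone, 335 by DnaK alone and 3 by GroEL alone, while 47 of the 50 GroEL proteins are shared, 30 of them with both other chaperones. The gltA, oppA and rpoN genes show how these lists relate to the profiles. OppA had a TF enrichment between 2.57 ± 0.0387 and 8.46 ± 0.425 in every stretch of 100 codons, with the TF onset at codon 74, while its DnaK enrichment stayed between 0.386 and 0.496 without a binding period. Its GroEL score of 1.51 ± 0.981 came from replicate 2 alone, at 2.20 against 0.813, and was 0.804 for oppA with the total translatomes labelled WT 2 and ∆tig 1 exchanged. No GroEL binding period was found on oppA, although without replicate 1 there was one from codon 39. RpoN had no TF binding period, a DnaK score of 5.48 ± 1.05 and a DnaK onset at codon 115. Its GroEL score was 1.40 ± 0.241, with 1 binding period of 11 codons from codon 255, which was not found without replicate 1. GltA had a TF score of 0.877 ± 0.0638, a DnaK score of 2.00 ± 0.318 and a GroEL score of 12.0 ± 6.97, all as SD with n = 2. The GroEL score of gltA was 16.9 in replicate 2 and 7.06 in replicate 1, and 9.36 with the total translatomes labelled WT 2 and ∆tig 1 exchanged. DnaK bound 62 codons of gltA in 4 periods from codon 237, and GroEL 168 codons from codon 183, or from codon 298 without replicate 2.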

While TF and DnaK bind many nascent chains exclusively (Supplementary Fig. 1i left and mid), GroEL engagement is almost always accompanied by TF and/or DnaK, with only three detectable exceptions (e.g., Supplementary Fig. 1i right). 

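Of the 1017 proteins in any cluster A of Supplementary Data 2, 214 are in the clusters of 2 or 3 chaperones, or 21.0% with an exact Clopper-Pearson 95% interval from 18.6% to 23.7%. With the clusters recomputed here the share was 8.89% of 922 proteins. Median protein sizes in residues were 310 for the 465 proteins bound by TF alone and 242 for the 2946 other proteins, a ratio of 1.28. They were 488 for the 335 proteins bound by DnaK alone, 472 for the 167 bound by TF and DnaK and 596.5 for the 30 bound by all 3 chaperones. Permutation tests of the rank sum, two-sided with 100000 permutations, gave p = 1e-05 for other proteins against TF alone and for TF alone against DnaK alone, the smallest value possible. For DnaK alone against TF and DnaK the permutation test gave p = 0.937, and for TF and DnaK against all 3 chaperones p = 0.00670. Over these 4 comparisons the Benjamini-Hochberg values were 2e-05, 2e-05, 0.937 and 0.00893. With the clusters recomputed here, the last comparison had a ratio of 1.01 (permutation p = 0.576), so that step depends on the cluster lists. Genes with more reads are more readily called bound, and among genes with at least 100 reads in each total translatome the first ratio was 1.47. The clusters rest on distances summed along the profiles without division by length. Longer proteins can thus lie farther from the others, and a part of the size differences may come from this.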

All chaperones prefer binding larger proteins, which is most clearly visible for cluster A substrates of DnaK, and 21% of cluster A proteins that interact strongly with two or three chaperones (Fig. 1c, d). This suggests that larger proteins have a higher and more complex demand for co-translational folding assistance. Focusing on these proteins, we generated overlapping heatmaps of chaperone engagement that show how the chaperones cooperate on individual nascent chains (Fig. 1e). 

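Of the 197 proteins in the cluster A of both TF and DnaK, 195 had a binding period of each chaperone, and the TF onset came first for 166, or 85.1% (exact Clopper-Pearson 95% interval 79.3% to 89.8%). TF bound 19546 codons of these proteins, of which 2565, or 13.1%, were also bound by DnaK, while DnaK bound 26.1% of all their codons. At least 1 codon was bound by both chaperones in 89 of the 195 proteins. Leaving out replicate 1 lowered the shared codons to 7.64%, and leaving out replicate 2 gave 13.3%. Among the other settings, TMM factors moved both shares most, to 72.4% with the TF onset first and 30.6% of TF-bound codons shared. A threshold of 2 gave 87.9% and 5.03%.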

Implying exclusive chaperone action, TF binding periods during translation generally precede and hardly overlap with binding periods of DnaK and GroEL, and TF dissociation is often closely followed by binding of DnaK and/or GroEL. In contrast, DnaK and GroEL binding periods almost always overlap, suggesting similar binding preferences and time points of action during translation. 

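In the 42 proteins shared by the clusters A of DnaK and GroEL, GroEL bound 14142 codons and DnaK also bound 8081 of them, or 57.1%. DnaK bound 34.9% of all codons of these proteins. Every one of the 42 proteins had at least 1 codon bound by both chaperones. Without replicate 1 the share was 41.8%, and without replicate 2 it was 56.1%. The threshold of 2 gave the lowest planned value with both replicates, 44.1%, and TMM factors the highest, 67.1%.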

Overlapping binding periods are compatible with either cooperative or exclusive, competitive binding of DnaK and GroEL to nascent chains. Overall, within this subgroup of multi-chaperone binders, a continuous and ordered program of chaperone engagement throughout translation is a frequent phenomenon (Fig. 1e).

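On aceE, which is bound by all 3 chaperones, TF bound 411 codons between codons 163 and 621, DnaK 335 codons from codon 538 to the end and GroEL 230 codons from codon 586. Without replicate 2 the DnaK onset of aceE lay at codon 297, within the stretch bound by TF. Over stretches of 100 codons, the TF enrichment of aceE peaked at 7.80 ± 0.576 between codons 200 and 300 and was 0.769 ± 0.0243 between codons 700 and 800. The DnaK enrichment was 0.617 ± 0.162 and 4.79 ± 0.811 in the same stretches (SD, n = 2). Across the proteins shared by TF and DnaK, the median share of a protein's TF-bound codons that DnaK also bound was 0%, while across those shared by DnaK and GroEL the median share of GroEL-bound codons was 54.6%. From the order and overlap of the binding periods, the paper proposes that TF acts apart from DnaK and GroEL and that DnaK and GroEL have similar preferences, and it states that an ordered program of engagement is frequent among proteins bound by several chaperones.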

### Emergence of folding domains promotes TF and DnaK binding

Using the information of TF and DnaK interaction with hundreds of high-affinity substrates, we investigated which nascent chain features promote chaperone binding. We explored whether TF binding to cytosolic substrates correlates with the exposure of sequence motifs during translation, inspired by the suggested preference of TF for hydrophobic stretches or peptides^7,30^. However, within the 150 residues that are emerged from the ribosomal exit tunnel at the onset of TF engagement, we did not detect (i) enhanced hydrophobicity, (ii) altered isoelectric points, (iii) accumulation of specific residues, or (iv) enrichment of secondary structure elements (Supplementary Fig. 2a). Similarly, we did not find any evidence that DnaK engages emerging chains exposing hydrophobic segments or specific residues (Supplementary Fig. 2b).

As primary and secondary structure features are not the major determinants for chaperone binding, we next explored the relevance of tertiary structure. We detected a decrease in predicted nascent chain disorder and an increase in tertiary structure associated with TF engagement (Fig. 2a left). Nascent chains might acquire a tertiary fold already before the onset of TF binding, which is exemplified by nascent AmiA. 

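AmiA is a protein of 289 residues with a TF engagement score of 6.62 ± 0.0503 (SD, n = 2). Its TF enrichment was 0.456 ± 0.0140 between codons 0 and 100, 2.52 ± 0.381 between codons 100 and 200 and 7.69 ± 1.32 between codons 200 and 290. The TF onset lay at codon 168, and every codon from there to the end was bound. These stretches held 114, 740 and 2115 selected counts against 118, 132 and 126 total counts, summed over the replicates. DnaK had no binding period on amiA, with an engagement score of 0.676 ± 0.111.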

Here, TF does not bind the unstructured N-terminus but engages sharply after enough residues emerge to allow tertiary structure formation (Fig. 2b). Further, meta- and gene-specific enrichment profiles showed that TF binding begins upon emergence of CATH annotated domains and ends when these are fully exposed (Fig. 2c left). As observed for GyrA (Fig. 2d), the correlation of TF binding and domain emergence is most clearly visible for N-terminal domains and gradually fades out when nascent chains grow longer, in agreement with the TF preference for shorter nascent chains (Supplementary Fig. 2c).

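GyrA had a TF engagement score of 3.41 ± 0.148 (SD, n = 2). TF bound 127 codons in 4 periods, the first from codon 140 and the last up to codon 490. Per stretch of 100 codons, the TF enrichment of gyrA was 2.45 ± 0.297 between codons 100 and 200, 0.743 ± 0.0176 between codons 200 and 300 and 1.95 ± 0.0220 between codons 300 and 400. It was 2.42 ± 0.0597 between codons 400 and 500 and then fell to 0.812 ± 0.0548, 0.617 ± 0.0204 and 0.504 ± 0.0350 in the next 3 stretches. The differences between these rises and falls exceed the spread between the 2 replicates.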

**Fig. 2:**
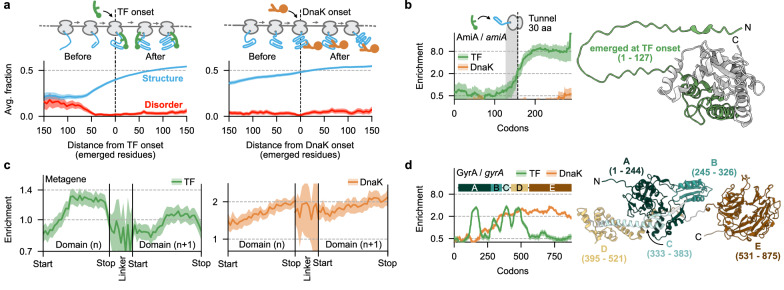
Formation of protein domains determines TF binding. **a** Average fraction (solid lines) of nascent chain residues with predicted disorder based on IUPred3-short^88^ (red) or tertiary structure based on ribosomal tunnel-emerged residue-residue contacts in AlphaFold prediction (blue) for TF (left, *n* = 429) and DnaK (right, *n* = 353). Only cytosolic, high-affinity substrates were included. Curves are aligned to the engagement onset of chaperones (dashed lined) and shifted by 30 amino acids to the 5’ end of transcripts to account for the ribosomal exit tunnel. Shadows indicate 95% CI. **b** TF (green) and DnaK (orange) enrichment profiles to nascent AmiA. The dashed line indicates the onset of TF interaction, and the grey area represents the ribosomal exit tunnel. Solid lines indicate averages, shadows indicate the 95% CI (left). AlphaFold prediction of the AmiA structure (AF-P36548). N-terminal residues (1−127) of AmiA that are ribosome-exposed at the onset of TF engagement are colored in green (right). **c** Metagene enrichment profile of TF (green, left) and DnaK (orange, right) aligned to the start and stop positions of 2019 consecutive domain-pairs from 1014 cytosolic multi-domain transcripts. Domain and linker regions were summed in 30 and 10 bins, respectively. Linker regions longer than 40 amino acids are excluded. TF and DnaK engagement positions are shifted by 30 amino acids to the 5’ end of transcripts to account for the ribosomal exit tunnel. Solid lines and shadows indicate means and 95% CI, respectively. **d** TF and DnaK enrichment profiles to nascent multi-domain protein GyrA (left). Colored bars above show the tunnel-normalized CATH domain annotation. Solid green and red lines indicate averages, shadows indicate the 95% CI. AlphaFold prediction of the GyrA structure (AF-P0AES4) with colored domain annotation, numbers show amino acid positions (right). Source data are provided as a Source Data file.

To obtain independent evidence for the correlation between TF binding and nascent chain folding, we used limited proteolysis to analyze the folding state of nascent TrpD, a TF substrate. We purified ribosomes stalled when 172 TrpD residues had emerged from the exit tunnel, using the SecM stalling sequence. TF engagement then peaks, while the first TrpD domain is not fully exposed (Supplementary Fig. 2e, f). 

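TrpD had a TF engagement score of 2.01 ± 1.18, at 1.17 in replicate 1 and 2.84 in replicate 2, with the highest lower bound at codons 179 and 198. Few reads lie behind these values: between codons 100 and 200 the TF-selected translatomes held 53 counts on trpD and the total translatomes 4, summed over the replicates. At this depth TF had no binding period on trpD in windows of 15 codons, and in windows of 45 codons it bound 66 codons in 2 periods from codon 160 to codon 231. The source data profile of trpD was equal to the one computed here at 0 of 532 codons in each of 10 windows tried. Over the whole gene the log2 ratio of selected to total counts of trpD was 0.30 (standard error 0.255, adjusted p = 0.280).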

Subsequent digestion with increasing amounts of trypsin, followed by α-SecM immunoblotting, revealed an accumulation of two incompletely digested TrpD-SecM fragments larger than 10 kDa, thus protecting several trypsin cleavage sites. These data showed that the TrpD^172^ fragment is indeed partially folded and contains tertiary structure when TF engages. Consistently, when we performed experiments on stalled ribosomes where the first TrpD domain was fully exposed (TrpD^192^), the nascent protein was considerably more resistant to trypsin, in line with complete folding of domain A. These results agree with our model that initial nascent chain tertiary structure formation promotes TF binding, while folding completion of domains drives TF dissociation.

In comparison, the DnaK metagene profile showed a different, less clear correlation with structure and domains (Fig. 2a, c right). 

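The gene gyrA had a DnaK engagement score of 3.48 ± 0.0717 (SD, n = 2), with the DnaK onset at codon 329 and 533 codons bound in 2 periods to the end. Its DnaK enrichment was 0.475 ± 0.0747 between codons 100 and 200, 0.864 ± 0.165 in the next 100 codons, and 1.92 ± 0.264 between codons 300 and 400. In the 4 stretches of 100 codons from codon 400 to codon 800 it was 2.46 ± 0.0517, 2.70 ± 0.102, 2.71 ± 0.0443 and 2.89 ± 0.101. After codon 800 it was 2.23 ± 0.0846, which is lower by more than the spread between replicates.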

DnaK enrichment instead gradually increases during domain emergence, but does not decrease upon single domain completion like for TF (Supplementary Fig. 2d), as also observed for nascent GyrA (Fig. 2d). Note that these gradual increases result from averaging between different substrates: profiles of individual substrates do show sharper increases in the DnaK engagement profiles (Fig. 2d, Supplementary Fig. 1h, i), which occur at different moments of translation and hence are smoothened to yield the gradually increasing metagene profile (Fig. 2c, right).

### TF and DnaK stably bind partially folded nascent proteins

To test more directly whether TF as well as DnaK bind nascent chains with tertiary structure, we developed an in vitro single-molecule assay (Fig. 3a, Supplementary Fig. 3a). We manipulated individual stalled ribosome nascent chain complexes (RNCs) by optical tweezers as shown before^38,39^, which allowed us to study the same nascent chain in both the unfolded state and partially folded states (Fig. 3a, Supplementary Fig. 3b). We integrated simultaneous imaging of individual TF and DnaK molecules using two-color confocal fluorescence microcopy, as done previously for single proteins without ribosomes^35,40^ (Fig. 3a, b, Supplementary Fig. 3c). DnaK and TF concentrations were maximized to detect binding, but could not exceed 100 nM due to the general problem of background fluorescence, a concentration which is significantly lower than observed in vivo. Hence, we focused on trends rather than absolute quantification. To manipulate single RNCs, we first tethered single ribosomes to micron-sized polystyrene beads via a DNA handle, then performed in vitro transcription-translation to generate stalled nascent chains, and subsequently attached a second bead to the nascent chain N-terminus using biotin-neutravidin linkages and another DNA handle (Fig. 3a, Supplementary Fig. 3a).

**Fig. 3:**
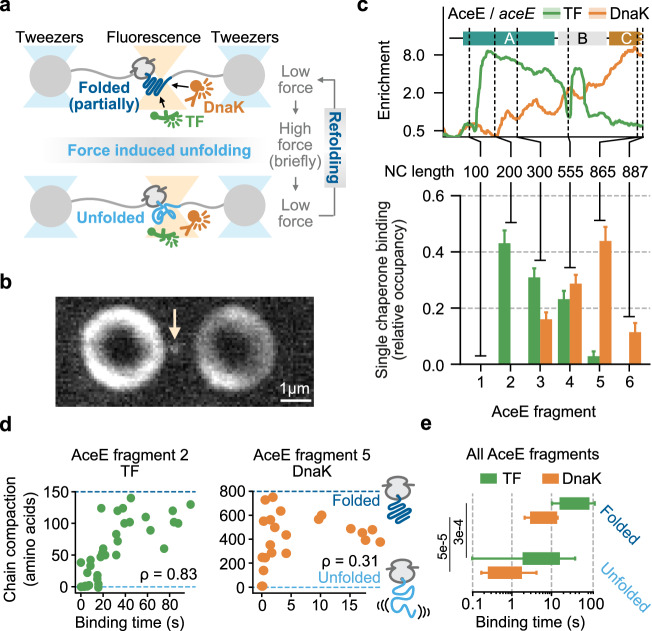
Single-molecule characterization of chaperone binding and nascent chain folding state. **a** Optical tweezer experimental setup. **b** Example confocal image of fluorescently labeled TF immobilized on a tethered ribosome nascent chain complex (arrow). In total 173 TF binding events were measured (see methods for details). **c** AceE enrichment profiles from SeRP. Solid green and red lines indicate averages, and shadows indicate 95% CI (top). TF and DnaK binding statistics for 6 AceE fragments (173 TF binding events and 162 DnaK binding events). Bars and lines show the fractional frequency and standard error of proportion (bottom, see methods for details). **d** Measured compaction states versus TF binding times for AceE fragment 2 (*n* = 33, left) and DnaK binding times for AceE fragment 5 (*n* = 21, right). *ρ* indicates the Spearman correlation coefficient. **e** Binding time of TF and DnaK to AceE nascent chains that are predominantly folded (top) or predominantly unfolded (bottom). *n*: TF, folded: 21, TF unfolded: 19, DnaK, folded: 12, DnaK unfolded: 21. Boxes indicate the interquartile range, whiskers are drawn down to the 10th and 90th percentile. *P* values were calculated using two-sided Mann–Whitney *U* tests. Source data are provided as a Source Data file.

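Among all genes, aceE had rank 3 for TF, with an engagement score of 8.85 ± 0.264, and rank 16 for DnaK, with 10.3 ± 0.920 (SD, n = 2). Its GroEL score was 3.22 ± 0.334. The log2 ratio of selected to total counts of aceE was 1.65 (standard error 0.0470, adjusted p = 8.10e-18) with TF and 1.09 (standard error 0.0754, adjusted p = 3.40e-10) with DnaK. With GroEL it was 0.14 (standard error 0.161, adjusted p = 0.511).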

We studied AceE as it is among the top interactors for both TF and DnaK (Supplementary Data 1). We first investigated chaperone binding dependence on nascent chain length (Fig. 3c top). We stalled RNCs at 6 sites along the *aceE* mRNA, and quantified chaperone engagement for each, using multiple tethered RNCs and chaperone binding events (Fig. 3c bottom). TF engagement was undetectable for the AceE fragment of 100 residues, peaked at 200 residues, and then gradually decreased to zero at the end of the transcript. DnaK engagement was also undetectable for the shortest fragments, and increased for longer lengths (as TF engagement decreased), after finally decreasing again. These trends are consistent with those observed by SeRP in vivo (Fig. 3c, top). 

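In the SeRP data on WT cells, the TF enrichment of aceE was 0.420 ± 0.000268 between codons 0 and 100 and 3.26 ± 0.201 between codons 100 and 200. After its peak it was 5.57 ± 0.0782 between codons 300 and 400, 4.22 ± 0.121 in the next stretch, 3.11 ± 0.00536 between codons 500 and 600 and 1.64 ± 0.115 between codons 600 and 700. The DnaK enrichment of aceE stayed between 0.445 ± 0.0426 and 1.09 ± 0.351 up to codon 500. It then rose to 1.82 ± 0.510, 2.17 ± 0.426 and, after codon 800, 9.15 and 8.27 in the 2 replicates (other values with SD, n = 2).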

We did not detect simultaneous binding of TF and DnaK, consistent with our data suggesting the exclusive engagement of nascent chains by one chaperone (Fig. 1e).

The binding kinetics showed notable differences between TF and DnaK. Specifically, the time that DnaK remained bound to nascent AceE was about 10-fold shorter than for TF (Supplementary Fig. 3d). When the entire chaperone machinery was present (DnaK, DnaJ, GrpE), DnaK binding periods on nascent AceE were too short for proper quantification. Next, we analyzed how nascent tertiary structure impacts chaperone binding, first focusing on fragments that showed the most prominent binding (fragment 2 for TF, fragment 5 for DnaK). As one nascent chain is stretched and relaxed, it adopts by chance different stably folded states, which range from fully folded to fully unfolded (Fig. 3d, Supplementary Fig. 3b). Hence, we compared nascent chains of the same length but different levels of tertiary structure formation. TF was found to bind unfolded states briefly (order of seconds) while the binding times increased to over 50 seconds for more folded nascent chains (Fig. 3d left). DnaK showed a similar though less strong effect. Nascent chains that were less than one-third folded showed residence times of DnaK below 5 seconds, while those that were folded by more than one-third showed residence times of 10 seconds and higher (Fig. 3d right). We performed such experiment for all fragments and found again similar trends: both TF and DnaK were bound on average 10-fold longer on predominantly folded nascent chains compared to predominantly unfolded chains, while overall DnaK bound less long than TF (Fig. 3e). Together, our data show that both TF and DnaK bind more stably to nascent AceE chains that have adopted a (partially) folded state.

### Proteome-wide prediction of chaperone binding

To study the determinants of chaperone binding across the cytosolic proteome, in particular the notion that TF and DnaK bind most stably to partial nascent folds, we used an in silico chaperone binding model. To develop this model, we did not use protein-specific information (e.g., from the SeRP data), except for the amino acid sequences of every cytosolic *E. coli* protein. The model takes the sequence and uses AlphaFold^41,42^ structure prediction and general chaperone binding rules to predict TF and DnaK binding profiles for specific proteins, which in turn are compared to the SeRP data. In this way, we aimed to study whether these general chaperone binding rules have predictive value for specific proteins across the proteome.

We first focused on TF, for which we considered two general binding rules: (1) TF stably binds partial nascent folds, and (2) on these partial folds, TF engages sites that later become inaccessible when translation and folding of a domain are completed. To predict the strength of TF engagement, we combined both criteria into the notion of “unsatisfied residues”: amino acids that cannot form all native contacts in a certain phase of translation, because partner residues have not yet emerged. As translation and folding are completed, these residues thus become satisfied, prompting TF to disengage. This also excludes unfolded residues that remain disordered in the native structure. An intuitive rationale is that multiple unsatisfied residues come together in a stable configuration on such tertiary structures and hence can be bound more stably by TF than the dynamic and transient interactions afforded by unfolded chains. Briefly, we used native structure predictions of all cytosolic *E. coli* proteins, then determined the residue-residue contacts within domains, and for every nascent chain length, determined the unsatisfied residues exposed on partial folds, which in turn defined the predicted TF binding scores (Fig. 4a, see methods for details). We thus assumed that nascent chains can adopt native-like contacts during translation, as suggested by numerous studies^43–49^, except for the 30 residues residing in the ribosome tunnel. Given that entropy and kinetic factors^50–52^ as well as ribosome proximity^22,30,53–57^ can delay folding, we delayed the formation of partial native structures until a minimal number of native contacts are possible (see methods for details). Hence, the model only used protein sequences and general chaperone binding rules to predict specific TF binding profiles for each cytosolic protein.

**Fig. 4:**
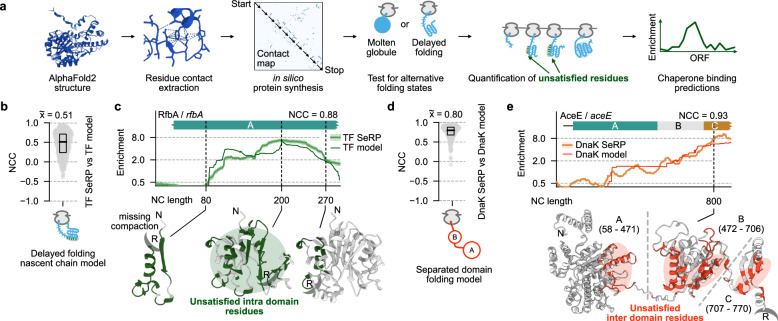
Computational prediction of chaperone binding to nascent chains. **a** Schematic of the prediction layout. **b** Normalized cross correlation at tau = 0 (NCC) comparing TF model predictions with the SeRP derived low CI boundaries from strong cytosolic TF substrates (*n* = 443). Black bar and top number (x͂) indicate the median NCC while the box indicates the interquartile range. **c** TF model predictions (dark green) and SeRP-based TF enrichment profile (green) for RfbA. Solid thick line indicates the average, shadow indicates the 95% CI. For codons 80, 200, and 270 the tunnel-emerged regions of the AlphaFold predicted RfbA structure (AF-P37744) are shown. Unsatisfied intra-domain residues are shown in dark green. The ribosome surface is indicated by crescent shape and “R”. **d** NCC comparing DnaK model predictions with the SeRP derived low CI boundaries from strong cytosolic DnaK substrates (*n* = 252) as in Fig. 4b. **e** Same as Fig. 4c but for AceE using DnaK SeRP-based data (orange) and the DnaK model (dark red). The AlphaFold prediction (AF-P0AFG8) at NC length 800 was modified to show domain separation. Unsatisfied inter-domain contacts are shown in dark red. Source data are provided as a Source Data file.

For a large fraction of strongly binding cytosolic proteins (termed cluster A), this “TF model” predicted the SeRP binding profiles well (median cross-correlation value of 0.51, Fig. 4b, Supplementary Fig. 4a). 

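RfbA has 293 residues and a TF engagement score of 5.99 ± 0.252 (SD, n = 2). In windows of 15 codons the TF onset of rfbA lay at codon 124, and 142 codons were bound in 2 periods. The TF enrichment was 0.399 ± 0.00718 between codons 0 and 100 and 3.17 ± 0.221 between codons 100 and 200.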

An example is nascent RfbA, which starts engaging TF when the first 80 residues are translated, both in the SeRP data and the model (Fig. 4c). The model also correctly predicts that TF binding increases up to codon 200, caused by newly emerged residues that guide the formation of additional partial folds. 

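The highest lower bound of the TF enrichment of rfbA, averaged over the replicates in windows of 45 codons, was 5.98 at codon 199, against codon 200 for the maximum of the model in the paper's source data. It lay at codon 199 in replicate 1 and at codon 197 in replicate 2.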

Subsequently translated residues instead allow complete folding of the domain, thus causing TF dissociation, in agreement with the SeRP data (Fig. 4c). 

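After this maximum, rfbA had a mean TF enrichment of 3.81 ± 0.515 between codons 200 and 294, and the last bound codon was codon 284. The correlation of the TF profile of rfbA with the model, computed over its codons from the deposited counts, was 0.882, and the paper's value is 0.880.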

The model also accurately predicts TF binding to many multi-domain proteins (e.g., RibD or PurF, Supplementary Fig. 4b). 

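The TF profile of ribD had a correlation of 0.840 with the model, the paper's value being 0.838, and that of purF 0.688, the paper's being 0.687. RibD had a TF engagement score of 2.93 ± 0.434 and purF one of 6.83 ± 0.538 (SD, n = 2). The TF onset lay at codon 231 for ribD and codon 120 for purF. The highest lower bound was at codon 300 for ribD, against codon 259 for the maximum of the model, and at codon 183 for purF, against codon 181. In the single replicates the maximum for ribD lay at codons 302 and 278.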

For some nascent proteins the onset and/or efficiency of TF binding were predicted less well, though notably the number of binding peaks did match (PheT and TldD, Supplementary Fig. 4c). 

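For pheT the correlation of the TF profile with the model was 0.227, and for tldD it was 0.0164, with the paper's values at 0.227 and 0.0164. TF had 1 binding period on pheT, from codon 638 to codon 688, while the maximum of the model was at codon 345. Over the alternatives set beforehand, the TF onset of pheT lay between codons 158 and 640. Whether an earlier period is called thus depends on the setting. On tldD, TF had 1 binding period from codon 95 to codon 166, while the maximum of the model was at codon 348. The TF enrichment of tldD was 3.30 ± 0.729 between codons 100 and 200 and 0.926 ± 0.0286 after codon 400, and that of pheT was 1.91 ± 0.106 between codons 600 and 700 (SD, n = 2). The engagement scores were 3.23 ± 0.0420 for pheT and 3.84 ± 0.886 for tldD.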

One likely source of error is the complexity of the folding process for the large proteins considered here, which is challenging to fully capture.

We also tested an alternative model where TF instead binds to a dynamic molten globule state^58^ of nascent chains. TF then dissociates when domain synthesis is completed and folding takes place. This “molten globule” model poorly predicted the TF SeRP-binding profiles, except for a few small single-domain proteins (Supplementary Fig. 4d, e). Allowing early native contacts between secondary structure or hydrophobic (I, L, V, F) residues in the molten globule did not improve this model (Supplementary Fig. 4f).

The DnaK model we considered is similar to the TF model, with one key difference: DnaK primarily binds those unsatisfied residues on partially folded structures that are involved in inter-domain contacts, whereas TF binds those involved in intra-domain contacts. This was inspired by the experimentally observed increased DnaK enrichment during domain emergence (Fig. 2c right, d) and longer binding to (partially) folded structures (Fig. 3d, e). Note that, like for TF, this model does not contain or use information specific to individual proteins from the SeRP data. We assume that the native inter-domain contacts form post-translationally, and thus remain accessible for DnaK during translation, following the Pearl-Necklace-Like theory^59,60^ (Fig. 4d, bottom). The model correctly predicted DnaK binding to a large number of nascent chains (median cross-correlation value of 0.8). One example is nascent AceE, for which the model correctly predicts the DnaK engagement onset when multiple unsatisfied inter-domain residues are brought together by folding (Fig. 4e). 

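For aceE the DnaK profile computed from the deposited counts had a correlation of 0.929 with the model, and the paper's value is 0.926. The highest lower bound of the DnaK enrichment of aceE was 10.3 at codon 851, and at codons 850 and 851 in the single replicates, against codon 882 for the maximum of the model.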

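LepA had a DnaK engagement score of 4.33 ± 0.434 and metH one of 11.4 ± 3.23 (SD, n = 2), the latter at 13.7 in replicate 1 and 9.11 in replicate 2. The DnaK onset lay at codon 176 for lepA and codon 269 for metH, the latter at codon 681 without replicate 1 and codon 778 at a threshold of 2. On lepA the DnaK enrichment was 0.903 ± 0.200 between codons 100 and 200, 2.93 ± 0.176 between codons 200 and 300 and 4.19 ± 0.108 between codons 500 and 600. On metH it was 1.32 ± 0.0426 between codons 200 and 300, 1.01 ± 0.0811 between codons 500 and 600, 3.04 and 2.30 in the 2 replicates between codons 800 and 900 and 8.01 ± 0.0268 between codons 1100 and 1200. The correlation of the profile with the model was 0.934 for lepA and 0.935 for metH, and the paper's values are 0.932 and 0.928.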

Other examples are the increasing DnaK binding to nascent LepA and MetH that follows the growing number of unsatisfied interface residues during translation (Supplementary Fig. 4g).

Metagene SeRP profiles of all cytosolic proteins for TF and DnaK were also well predicted by our models (Supplementary Fig. 4h). In summary, the observed chaperone binding to partial folds and the resulting concept of massed unsatisfied residues enabled prediction of co-translational TF and DnaK binding throughout the cytosolic cluster A substrates (Supplementary Fig. 4i).

### Robustness of the chaperone network

The growth defects caused by combined TF (∆*tig*) and DnaK (∆*dnaK*) deletions^15,16^ suggests functional redundancy in the chaperone network. To study its molecular base, we performed SeRP in ∆*tig* and ∆*dnaK* mutants. 

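SeRP was performed with 2 cultures per strain and chaperone, for TF in ∆dnaK cells, for DnaK in ∆tig cells and for GroEL in both, at 30 °C and with values of the same kind as in WT cells. The deleted genes were examined first. In the DnaK experiment, tig had 2.74 and 0.800 RPM in the total translatomes of ∆tig cells, against 6521 and 6845 in WT cells. In the GroEL experiment, the total translatome labelled ∆tig 1 held 59993 reads of tig, 5378 RPM, and the one labelled ∆tig 2 held 788 reads, 82.9 RPM, while the one labelled WT 2 held 1060 reads. In the GroEL-selected translatomes of ∆tig cells tig had 25.2 and 19.6 RPM, and in those of WT cells 1742 and 1809. The dnaK gene had 33.1 and 18.9 RPM in the total translatomes of ∆dnaK cells in the TF experiment and 33.5 and 138 in the GroEL experiment, against 4316 to 6195 in the libraries labelled WT. In the TF experiment with ∆dnaK cells, the total translatomes held 11391821 and 6441265 counts and the selected translatomes 8099155 and 15565845. In the DnaK experiment with ∆tig cells, these were 20788625 and 22510414 counts for the total and 11070271 and 9443918 for the selected translatomes. In the GroEL experiment, the total translatomes labelled ∆tig held 11154476 and 9508235 counts and the selected ones 21637536 and 27788285. For ∆dnaK cells they held 10362738 and 9825918 counts for the total and 4815937 and 3818515 for the selected translatomes. Onsets in a mutant and in WT cells were compared gene by gene over the paper's cluster A. Enrichment of whole genes was compared as the change in the ratio of selected to total counts between strains. All libraries were used with the labels as deposited. Some GroEL values are also given after the exchange of the total translatomes labelled WT 2 and ∆tig 1, chosen after seeing the data. The reads of tig argue against these 2 labels. GroEL values with the labels as deposited may thus mix WT and ∆tig cells.

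**Figure D2:**
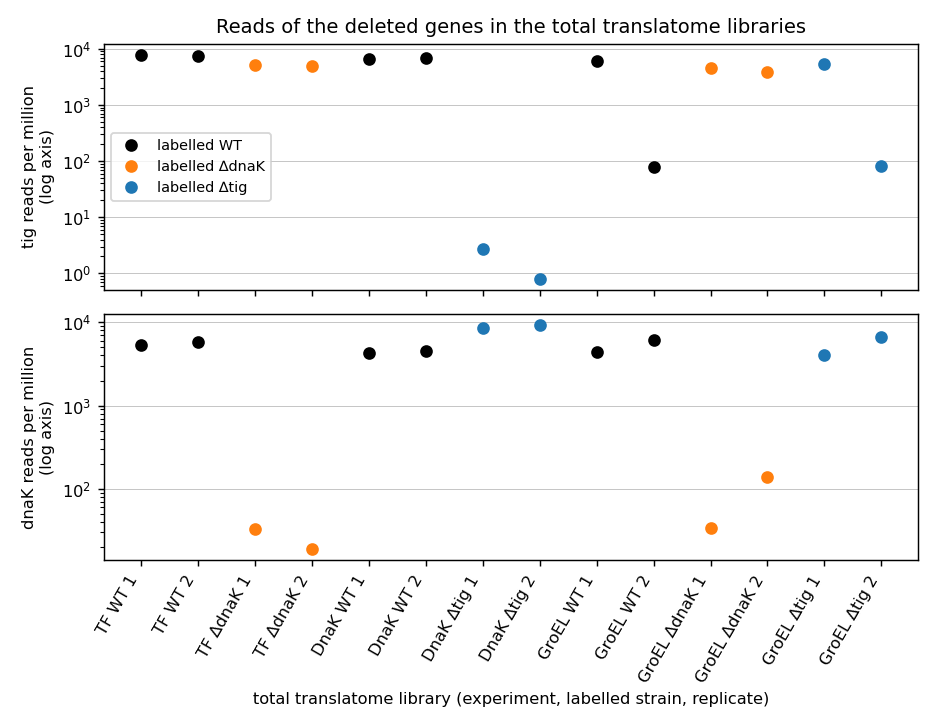
RPM of tig and dnaK in the 14 total translatomes, on a logarithmic axis, with the strain as labelled. In the GroEL experiment tig stands at 77.7 in the library labelled WT 2 and at 5378 in the one labelled ∆tig 1.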

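AspC and deoC are among the proteins that DnaK engages first, with DnaK onsets at codons 86 and 64 and TF onsets at codons 178 and 131 in WT cells. Over the alternatives set beforehand, the DnaK onset of aspC lay between codons 85 and 193 and its TF onset between 170 and 179. The order on aspC thus depends on the setting. For deoC these ranges were 57 to 66 and 121 to 132. In ∆dnaK cells the TF onsets of aspC and deoC lay at codons 178 and 132. The change in TF enrichment of the whole gene was -0.05 on the log2 scale for aspC (standard error 0.0973, adjusted p = 0.866) and 0.10 for deoC (standard error 0.0762, adjusted p = 0.604). Over 660 proteins of the TF cluster A with an onset in both strains, the median onset moved by -2 codons, earlier for 450 and later for 117. The two-sided Kolmogorov-Smirnov test gave p = 0.0102, and a permutation test with the strains exchanged within genes gave p = 1e-05, the smallest value possible, or 1.33e-05 after Benjamini-Hochberg adjustment over 4 comparisons of onsets. When profiles were simulated at these depths with no shift, the median shift was -1 codon with 328 proteins earlier and 87 later. Thinned to one depth within each kind, selected or total, the libraries gave an observed median of 0 codons, 300 earlier and 206 later. Between the replicates of ∆dnaK cells the TF onset differed by a median of 2 codons, later in replicate 2 for 426 and earlier for 118. Between the WT replicates it differed by -1 codon, later for 184 and earlier for 323. Of 3389 genes tested, 39 had a higher TF enrichment in ∆dnaK cells and none a lower one, led by mraZ with 0.93 (standard error 0.125, adjusted p = 7.26e-06), ipk with 0.82 and ftsE with 0.80. These 39 genes stand against a median change of 0.14 over all genes. With TMM normalization 10 genes were higher and 5 lower, and without the block for the culture 0 genes passed, with 262 at an unadjusted p under 0.05.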

TF enrichment profiles are not affected by *dnaK* deletion (Fig. 5a, b; Supplementary Fig. 5a, b), even for the few nascent proteins where DnaK engages before TF (e.g., AspC and DeoC, Supplementary Fig. 5c). In contrast, DnaK and GroEL showed stronger co-translational enrichment in ∆*tig* cells, evidenced by the elevated amounts of RNCs co-purified with DnaK and GroEL (Supplementary Fig. 5d). Two effects account for the stronger DnaK and GroEL enrichment. First, both chaperones engage additional substrates when TF is absent (Supplementary Fig. 5e), and second, while they do not precisely mimic the TF behavior, the established substrates are engaged earlier in translation (Fig. 5a, b; Supplementary Fig. 5a, b). These changes suggest altered chaperone competition for nascent chain binding. 

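A gene counted as an additional substrate when it had a binding period in the mutant and none in WT cells, among genes with at least 100 reads in each total translatome. In ∆tig cells DnaK gained 303 of 2048 genes and lost 140, while 596 were bound in both strains. GroEL gained 221 of 2310 genes and lost 430, with 569 bound in both. With the total translatomes labelled WT 2 and ∆tig 1 exchanged, GroEL gained 223 and lost 341. Depth differed between these libraries, and the gains and losses were not recomputed at one depth. For the 661 genes of Supplementary Fig. 5e, the median log2 change in enrichment was 0.34 for DnaK, with 435 higher and 112 lower in every replicate, and 0.26 for GroEL, with 294 higher and 89 lower, or 0.21 with 347 and 103 after the exchange. At the level of whole genes, DnaK enrichment rose for 661 and fell for 890 of 3345 genes tested in ∆tig cells. The largest rises were those of murB with a log2 change of 1.62 (standard error 0.114, adjusted p = 1.30e-09), then nrdB and acpH, the latter with 1.58, and the largest fall was that of yjeM with -1.24. With TMM normalization 744 genes rose and 708 fell, so which direction holds the larger number depends on the scaling. Either scaling gives values relative to the library. These counts can thus neither show nor exclude the higher amounts of ribosomes co-purified with DnaK and GroEL that the paper reports. For GroEL 0 of 3757 genes changed, with 605 at an unadjusted p under 0.05, and in simulated data the test recovered 4% of genes changed by 1 on the log2 scale. After the exchange of the 2 total translatomes, 342 genes rose and 349 fell, and with TMM normalization in addition 489 rose and 394 fell. The DnaK onset of 486 cluster A proteins moved by a median of -38 codons in ∆tig cells, from a median onset at codon 280.5 to codon 213, earlier for 338 and later for 138 (Kolmogorov-Smirnov test, two-sided p = 1.24e-13, 4.95e-13 after adjustment over 4 comparisons, permutation p = 1e-05, the smallest possible). The GroEL onset of 50 proteins moved by -45 codons, earlier for 32 and later for 17 (two-sided p = 0.0217, permutation p = 0.0242). After the exchange of the 2 total translatomes it moved by -67.5 codons, earlier for 43 and later for 5. Between the ∆tig replicates the GroEL onset differed by a median of 54 codons, later in replicate 2 for 40 and earlier for 9. Between the WT replicates it differed by -14 codons, later for 19 and earlier for 29. After the exchange these differences were 99.5 and 0 codons. For DnaK, the onset differed between the WT replicates by a median of 18 codons, later in replicate 2 for 336 and earlier for 110. Between the ∆tig replicates the DnaK onset differed by -1 codon, later for 168 and earlier for 238. The tests over genes do not cover this variation between cultures. The GroEL shift was -13 codons without replicate 1 and -97.5 without replicate 2, and the DnaK shift -71.5 and -29. With TMM factors the shifts were -15 codons for DnaK and 0 for GroEL (permutation p = 0.987). With the reads of 4 genes left out of the library sizes, chosen after seeing the data, they were -19 and -4 codons. The codon at the midpoint of a gene's summed enrichment, which no scaling of a library changes, moved by -10 codons for DnaK and -23 for GroEL (sign permutation test, two-sided p = 1e-05 for each).

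**Figure D3:**
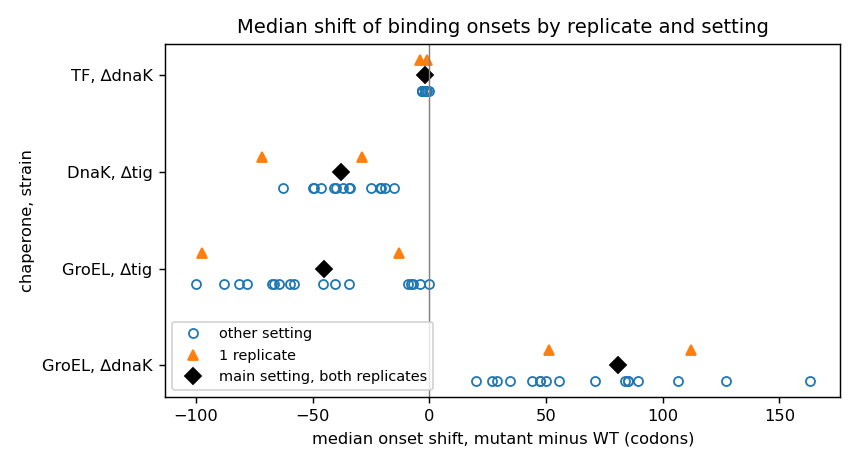
Median shift of the binding onset in codons between mutant and WT cells for each chaperone. Diamonds show both replicates with the settings used throughout, triangles 1 replicate left out and circles the other settings; the diamonds lie at -2 codons for TF in ∆dnaK, -38 for DnaK in ∆tig, -45 for GroEL in ∆tig and 81 for GroEL in ∆dnaK.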

Supporting this notion, earlier DnaK engagement is limited to TF substrates (CP, PP, and OMPs) and is not observed for IMPs (Fig. 5a right). 

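Of the DnaK cluster A proteins with an onset in both strains, the 339 cytoplasmic ones had a median shift of -52 codons in ∆tig cells, earlier for 268 and later for 64 (one-sided sign permutation test of the mean, p = 1e-05, the smallest possible). The 15 proteins of the periplasm or outer membrane had a median shift of -59 codons, earlier for 11 and later for 3 (permutation p = 0.0163). The 68 inner membrane proteins had a median shift of 25 codons, earlier for 24 and later for 42 (permutation p = 0.938). Over these 3 comparisons the Benjamini-Hochberg values were 3e-05, 0.0245 and 0.938. The difference between cytoplasmic and inner membrane proteins, tested after seeing these values, was -77 codons in the medians (two-sided permutation p = 1e-05). Without replicate 1 this difference was -117 codons and without replicate 2 it was -57. For the translocated proteins the call depended on the setting, with a shift of -81.5 codons for 10 proteins at a threshold of 2 (permutation p = 0.0555).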

Further, the overall engagement shift is greater for nascent chains with high TF enrichment (Supplementary Fig. 5f). 

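Across 486 DnaK substrates, the onset shift in ∆tig cells had a Spearman correlation of -0.347 with the TF engagement score in WT cells (permutation p = 1e-05, two-sided and the smallest possible). Across 50 GroEL substrates the correlation was -0.0705 (permutation p = 0.624). After Benjamini-Hochberg adjustment over these 2 relations the values were 2e-05 and 0.624. Both are correlations across genes, which are not independent replicates. The GroEL correlation changed sign with the setting, from -0.220 with the total translatomes labelled WT 2 and ∆tig 1 exchanged to 0.240 at a threshold of 1.2. The paper proposes that the chaperones compete for binding to nascent chains. It draws on more ribosomes co-purified with DnaK and GroEL in ∆tig cells, additional substrates and earlier onsets. It also draws on the restriction of earlier DnaK onsets to TF substrates and on the relation of the shifts to TF enrichment.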

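In ∆dnaK cells GroEL gained a binding period on 41 of 2340 genes, lost it on 608 and kept it on 410. The GroEL-selected translatomes of ∆dnaK cells held 4815937 and 3818515 counts, against 11948656 and 12845338 in WT cells. Fewer reads make a period less readily called, and these gains and losses were not recomputed at one depth. The gained genes numbered 22 without replicate 1, 120 with TMM factors and 167 with the reads of 4 genes left out of the library sizes, the last chosen after seeing the data. Its enrichment fell for 2 of 3747 genes tested and rose for 0, with 495 at an unadjusted p under 0.05 in either direction. These were ydcP with a log2 change of -3.12 (standard error 0.189, adjusted p = 0.00407) and sdhA with -2.31 (standard error 0.168, adjusted p = 0.00689). The test is weak for this comparison, since in simulated data it recovered 2.5% of genes changed by 1 on the log2 scale. With the total translatomes labelled WT 2 and ∆tig 1 exchanged, 584 genes fell and 11 rose. With TMM normalization in addition to the exchange, 137 fell and 50 rose, so the balance depends on the scaling. The median change over all genes was -0.27 with library sizes and 0.03 with TMM normalization, which moves this median to near 0 by construction.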

Performing GroEL-SeRP in ∆*dnaK* mutants did not provide evidence for competition between DnaK and GroEL (Fig. 5a, b; Supplementary Fig. 5g). Instead, we detected slightly delayed and weakened GroEL enrichment in the absence of DnaK (Supplementary Fig. 5g, h). 

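The GroEL onset of 50 cluster A proteins moved by a median of 81 codons in ∆dnaK cells, from codon 230 to codon 302, later for 42 and earlier for 7 (Kolmogorov-Smirnov test, two-sided p = 3.80e-05, permutation p = 1e-05). When profiles were simulated at these depths with no shift, the median shift was 1.5 codons, with 32 proteins later and 7 earlier. Without replicate 1 the shift was 112 codons and without replicate 2 it was 51.5. With the total translatomes labelled WT 2 and ∆tig 1 exchanged it was 71 codons, later for 43 and earlier for 6. With the reads of 4 genes left out of the library sizes it was 47.5 codons, later for 33 and earlier for 16, and with both changes 20 codons, each chosen after seeing the data. For 537 genes of Supplementary Fig. 5e the median log2 change in GroEL enrichment was -0.40, lower in every replicate for 344 and higher in every replicate for 6, or 440 and 7 after the exchange. The groEL gene took at least 42.1% of the counts in the GroEL-selected translatomes of ∆dnaK cells, which lowers the enrichment of every other gene there when library sizes are the scaling. The midpoint of the summed enrichment, which such scaling leaves unchanged, moved by -14.5 codons, earlier for 40 and later for 9 of the 50 proteins (two-sided sign permutation p = 1e-05), against the direction of the onsets. The onset of sdhA was at codon 0 in WT (102 without replicate 2 and 126 after the exchange) and codon 253 in ∆dnaK cells, and its enrichment over codons 400 to 500 was 79.4 ± 3.11 and 20.1 ± 2.89 (SD, n = 2).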

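For leuA the GroEL onset lay at codon 0 in WT and codon 344 in ∆dnaK cells, and for maeA at codons 268 and 324. Without replicate 1 or 2 the WT onset of maeA lay at codon 221 or 106, so the size of its delay is not settled. The change in GroEL enrichment of leuA was -2.90 on the log2 scale (standard error 0.679, adjusted p = 0.303) and that of maeA -0.93 (standard error 0.199, adjusted p = 0.303). In leuA the WT enrichment over codons 300 to 400 was 13.8 ± 12.0 (SD, n = 2), against 2.52 ± 0.0330 in ∆dnaK cells, with the spread in WT cells from replicate 2. After the exchange of the total translatomes labelled WT 2 and ∆tig 1, the WT enrichment of leuA there was 5.38 ± 0.0607, its WT onset lay at codon 191, and the change over the gene was -1.79 (standard error 0.151, adjusted p = 4.76e-08). For maeA the enrichment over codons 400 to 500 was 8.10 ± 1.23 in WT and 4.01 ± 0.684 in ∆dnaK cells.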

While the effect size is small and the changes are at the edge of significance, this observation raises the interesting possibility that DnaK supports GroEL engagement with some nascent proteins.

**Fig. 5:**
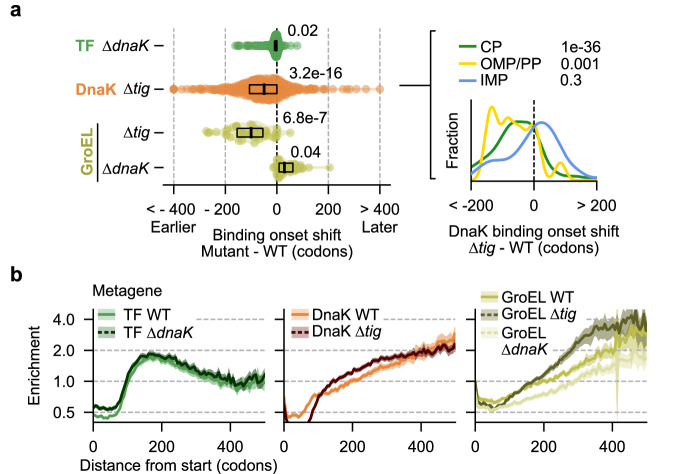
Robustness of the chaperone network. **a** Distribution of altered chaperone engagement onsets for high-affinity substrates upon genetic deletion of TF (∆*tig*) or DnaK (∆*dnaK*). Black bars indicate medians, and boxes indicate the interquartile range. Numbers indicate two-sided Kolmogorov–Smirnov test-derived *p* values comparing mutant and WT onsets (left). Altered DnaK onsets upon TF deletion sorted by localization: cytoplasm (CP, green, *n* = 389), translocated (OMP/PP, yellow, *n* = 16), and inner membrane (IMP, blue, *n* = 81). *P*-values indicate the difference from 0 using a one-sided *T* test of the mean. (right). **b** Genome-wide (*n* = 3961) metagene enrichment profiles in different strain backgrounds. Solid lines and shadows indicate means and 95% CI, respectively. Source data are provided as a Source Data file.

### Chaperone action in the folding of inner membrane proteins

Our ribosome profiling data provide not only information on chaperone engagement with cytosolic proteins but also with proteins targeted to the translocon for translocation or inner membrane insertion. Here we focus on inner membrane protein (IMPs) as they often have cytosolic segments, which may be accessible for cytosolic chaperone action. While nascent IMPs generally do not bind TF, many IMPs (123) are found within the cluster A of DnaK (Supplementary Fig. 6a). 

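By the localization given in Supplementary Data 2, the cluster A of DnaK holds 98 inner membrane proteins among 544, together with 353 cytoplasmic proteins, 26 of the outer membrane or periplasm and 66 of unknown localization. The cluster A of TF holds 34 inner membrane proteins among 667 and that of GroEL 4 among 50. In the clusters recomputed here, inner membrane proteins numbered 31 of 169 for DnaK and 36 of 827 for TF.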

Strikingly, DnaK engages upon emergence of large cytoplasmic segments, consistent with DnaK assisting their folding (Fig. 6a, Supplementary Fig. 6b, c left). 

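The highest DnaK lower bound was computed for each of the 72 cytoplasmic segments of 46 inner membrane proteins listed in the paper's source data, over the codons whose segment had left the ribosome, taken as 30 codons after its translation. It equalled the value in the source data for 72 of 72 segments, the only such match among 144 combinations of window, codons and highest or mean value tried. Segment lengths ran from 12 to 1150 residues with a median of 140, and 51 segments had a bound above 1.5. Length and bound had a Spearman correlation of 0.665 and a Pearson correlation of 0.651 (permutation p = 1e-05 for the former, two-sided and the smallest possible). Without the 2 segments farthest from the median length, Spearman's correlation was 0.636. The bound is the highest value in a segment, so a longer segment offers more codons from which to take it. The correlations and the permutation p do not account for this. Several segments share a protein, so they are not independent. Leaving out replicate 1 gave 0.586 and leaving out replicate 2 gave 0.743, a wider range than the other settings gave, from 0.665 to 0.726. From this relation, the paper proposes that DnaK assists the folding of large cytoplasmic segments.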

DnaK binding may be facilitated by the dissociation of ribosomes from the translocon before translation is completed. Histidine kinases are a prominent class of membrane receptors that sense environmental signals to regulate gene expression^61^. 

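BarA had a DnaK engagement score with rank 2 of all genes and a log2 ratio of selected to total counts of 3.08 (standard error 0.100, adjusted p = 1.12e-14). The DnaK onset of barA lay at codon 299, and DnaK bound 600 of its 919 codons from there to the end. Its DnaK enrichment was 1.05 ± 0.250 between codons 200 and 300, 3.71 ± 0.963 and 3.78 ± 1.06 in the next 2 stretches of 100 codons, and 10.8 ± 1.56 between codons 500 and 600. It reached 24.2 ± 3.89 between codons 700 and 800 (SD, n = 2), from 2119 selected and 183 total counts summed over the replicates.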

DnaK engages 14 out of 16 expressed histidine kinases co-translationally, generally upon exposure of C-terminal cytoplasmic domains implicated in phosphorylation (for example BarA, Fig. 6b). Another example is the DNA partitioning protein FtsK, to which DnaK binds when three C-terminal cytoplasmic domains emerge after a large unstructured region is translated (Supplementary Fig. 6d). This implies a role of DnaK in the folding of long cytoplasmic domains of IMPs that is reminiscent to its role in the folding cytoplasmic proteins (Fig. 6c).

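FtsK had a DnaK engagement score of 7.60 ± 0.287 (SD, n = 2). Up to codon 700 its DnaK enrichment stayed between 0.456 ± 0.0292 and 0.893 ± 0.0112 per stretch of 100 codons. From codon 800 the successive stretches had 1.38 ± 0.150, 1.54 ± 0.135, 3.08 ± 0.207, 4.61 ± 0.859, 6.27 ± 0.231 and, over the last 30 codons, 9.64 ± 0.643. The DnaK onset of ftsK was at codon 888, and 323 codons were bound in 5 periods up to the end at codon 1330. With 1 replicate left out the onset lay at codons 888 to 894. Over the other alternatives set beforehand it lay between codons 3 and 1064, so it depends on the setting.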

**Fig. 6:**
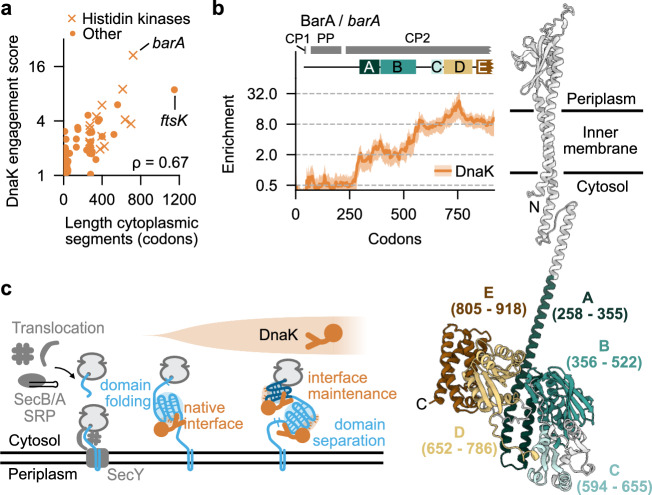
Chaperone action on nascent inner membrane proteins. **a** Scatterplot comparing the length of cytoplasmic segments (*x* axis) with the maximal DnaK engagement scores within these segments (*y* axis) for strongly engaged IMPs (*n* = 72). *ρ* indicates the Spearman correlation coefficient. **b** DnaK engagement profiles with nascent BarA (left). Grey bars indicate membrane topology of loop segments (CP cytoplasmic, PP periplasmic). Solid orange line indicates the average, shadow indicates the 95% CI. AlphaFold prediction of the BarA structure (AF-P0AEC5, right). **c** Schematic of co-translational folding support for multi-domain IMPs by DnaK. Source data are provided as a Source Data file.

The enrichment periods of GroEL are not limited to the emergence of cytosolic domains, suggesting an alternative role of GroEL (Supplementary Fig. 6c, e). 

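BarA had a GroEL engagement score of 2.61 ± 0.837 and hflK one of 1.92 ± 0.197 (SD, n = 2). GroEL bound 104 codons of barA in 10 periods between codons 161 and 876, the first starting at codon 78 without replicate 1 and codon 363 without replicate 2. The GroEL enrichment of barA was 0.929 ± 0.359 between codons 0 and 100, and the later stretches of 100 codons lay between 1.05 ± 0.168 and 2.30 ± 0.490. On hflK, GroEL bound 28 codons in 2 periods between codons 247 and 385, and the enrichment was 0.438 ± 0.0844, 0.607 ± 0.212, 1.38 ± 0.133 and 1.09 ± 0.0348 in successive stretches of 100 codons. At a threshold of 2 no GroEL binding period remained on hflK. With the total translatomes labelled WT 2 and ∆tig 1 exchanged, the scores of barA and hflK were 2.42 and 2.22.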

We speculate that GroEL binds nascent IMPs that failed to be integrated into the membrane, to prevent aggregation and facilitate post-translational membrane insertion, similar to the support of post-translational membrane insertion of the IMP LacY in vitro^62^. The low amount of GroEL found in association with ribosomes^12^ is in line with such a rescuing function.

## Discussion

This work reveals the co-translational mode of action of the ensemble of cytosolic chaperones involved in the folding of actively synthesized proteins in *E. coli*. We show that the nascent chain enrichment profiles of TF and DnaK are predictable for a major fraction of the proteome, based on the simple yet general notion of unsatisfied residues on partially folded structures, which we introduce here. Our findings contrast with long-held views that both TF and DnaK interact predominantly with unfolded substrate conformers^7,20,63^, and rather indicate they bind more stably to partially folded nascent structures^6,64,65^ across the proteome. Our models predict detailed features like chaperone engagement onset and dissociation during translation for proteins across the proteome, based only on protein sequence and general chaperone binding rules. These predictions matched the SeRP data for a large fraction of the cytosolic proteins. Such predictive ability is remarkable given the vast structural diversity of proteins and the dynamics and complexity of the underlying translation, co-translational folding, and chaperone guidance processes. At the same time, a general mechanism makes sense given the proteome-wide nature of chaperone engagement. We stress that, as is common for most models, our predictions should be taken as hypotheses. Indeed, the model’s purpose was to gain a mechanistic understanding: whether simple rules that do not contain protein-specific chaperone binding information have predictive value for cross-proteome TF and DnaK binding. Note that our model thus does not aim to include all mechanisms, but rather to capture the proteome-wide common denominator for cytosolic proteins. For instance, we find that TF does not bind the more C-terminal domains in large multi-domain proteins, likely due to steric occlusion of the TF ribosomal binding site that is not included in the model.

Unsatisfied residues and their roles can be understood intuitively. They are residues that cannot form all native contacts because their partner residues are not yet all translated—and hence they can contact chaperones instead. Folding brings multiple unsatisfied residues close together on the resulting structure. Their proximity is closer and their configuration more rigid than for unfolded chain conformers, allowing more stable cooperative binding for both TF and DnaK and limiting the entropy loss upon chaperone binding.

Upon the start of translation, TF binding is promoted by (i) TF docking to ribosomal protein L23 near the tunnel exit, which increases the local concentration of TF and on-rate of nascent chain binding, thereby prioritizing TF over DnaK and confining TF´s action to the tunnel exit, and (ii) the growing number of unsatisfied residues exposed on partially folded structures that contact several sites in the inner surface of TF^17,18,20,30,66^. TF can likely also sample nascent molten globule states prior to folding, but in a dynamic and multivalent manner that is less stable. While the emergence of new residues is determined by ongoing translation, folding is a stochastic process that can vary between the same nascent chain species. As a result, chaperone binding onsets can average out and become more gradual in the SeRP data. We find that TF binding generally correlates with intra-domain contacts, which can explain how TF protects partially folded domains from distant non-native interactions that cause misfolding^65^. While translation continues and domain folding is completed, intra-domain contacts become satisfied. TF thus reduces its affinity and dissociates, and paves the way for DnaK, which binds when unsatisfied residues involved in inter-domain contacts accumulate, likely using its binding groove to bind short unfolded nascent chain segments and its lid to bind partially folded structures^64,67,68^. Unlike TF, DnaK does not rely on direct ribosome binding, and thus can remain bound to N-terminal domains as they are pushed away from the ribosome by translation. DnaK enrichment typically does not decrease during translation, also suggesting that DnaK keeps domains separated until after translation^60,69,70^, which should be particularly beneficial when non-neighboring domains must ultimately dock onto each other.

The chaperone network exhibits significant flexibility. Upon TF deletion, DnaK and GroEL bind earlier during translation and to more substrates—including the smaller proteins that are normally bound by TF. This response of DnaK and GroEL contrasts with TF, whose substrate pool and enrichment profiles are not affected by DnaK deletion. This adaptive triaging provides robustness to the chaperone network, and explains compensation of chaperone deficiencies in mutant cells^8,15,16,71,72^.

We speculate that unsatisfied residues exposed on partially folded structures may be more broadly relevant to chaperone engagement, given their generic presence on folding intermediates and the ubiquity of co-translational folding across all domains of life. Whether and how other chaperones target unsatisfied residues remains to be studied. As it requires protein sequence only, our model offers hypotheses for artificially designed proteins^73^. Unsatisfied residues may also be relevant to understanding post-translational chaperone guidance, ranging from Hsp70-mediated disaggregation^74^ to Hsp70- and Hsp90-mediated kinase regulation^75^, and may help in understanding the breakdown of the protein quality control machinery under stress^1^. It will also be important to study how the mechanisms observed here play a role in recently observed co-translational assembly processes^76–78^.

## Methods

### Bacterial strains and plasmids

To explore the compaction of nascent chains, we purified RNCs displaying TrpD fragments of varying lengths. These lengths reflect snapshots of nascent chain folding states when TrpD N-terminal domain is partially exposed (TrpD^172^) or fully exposed (TrpD^192^). We constructed a series of plasmids encoding N-terminal Strep-tagged Sumo fused to N-terminal fragments of TrpD, followed by a linker and the minimal SecM stalling sequence, as previously described by ref. ^66^. Stalled ribosome nascent chain complexes were generated in BL21 Rosetta Δ*tig* cells, purified using Strep-tag AP, and the N-terminal Strep-tagged Sumo fusion was subsequently cleaved with a catalytically active fragment of the Sumo protease Ulp1^66^.

All *aceE*-encoding plasmids used in optical tweezer experiments were derived from the pRSET-DHRF plasmid^38^. The DNA constructs encoding the different protein fragments were preceded by an N-terminal pre-sequence consisting of an amber stop codon and succeeded by a C-terminal strong SecM arrest peptide (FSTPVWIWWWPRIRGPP). The different fragments of the *aceE* were combined with pRSET-DHRF, which was linearized by *Xho*I and *Nco*I. See Supplementary Table 1 for used primer and reagents.

### Purification of chaperone-RNC complexes and deep sequencing library preparation in *E. coli*

A fresh overnight culture of ∆*tig*::*tig*-TEV-Avi cells^32^ was cultivated in EZ Rich defined medium (MOPS EZ Rich defined medium) supplemented with 40 µg/ml of D-biotin at 30 °C under rigorous shaking (110 rpm) to an OD_600_ of 0.4 to 0.5. Then cells were harvested by rapid filtration and lysed by mixer milling (2 min, 30 Hz, MM400 Retsch) with frozen lysis buffer (50 mM HEPES-KOH pH 7.0, 100 mM NaCl, 10 mM MgCl_2_, 1 mM Chloramphenicol, 1 mM PMSF, 0,4% Triton, 0.1% NP-40, 5 mM CaCl_2_, 0.2% glucose, 1x protease inhibitors (Complete EDTA-free, Roche), 1x Apo, 1x Leupeptin and 1x PepA and RNase-free DNase I 0,1 U/µl. The pulverized cells were thawed in a 25 °C water bath for 1 min and incubated for 10 min in an ice-water bath. The purification of TF-RNCs complex were prepared according to ref. ^32^ skipping the chemical cross-linking reaction.

For the purification of the DnaK-RNCs, lysates were thawed by stepwise addition of cold 100 μl hexokinase buffer (50 mM HEPES-KOH pH 7.0, 40 mM sodium phosphate buffer pH 7.0, 0.2% glucose 100 U hexokinase) while stirring with a magnetic flea to immediately deplete ATP. ATP depletion was used before to maintain Hsp70-nascent chain interactions in SeRP^79,80^. All lysates were cleared by centrifugation for 5 min at 20,000 × *g*, 4 °C. Supernatants were digested using 150 U MNase per 1 A_260_ unit of RNA for 5 min at 25 °C. Digest was terminated by addition of 6 mM EGTA and chilling on ice. Digested lysates were loaded on sucrose cushions (25% sucrose, 50 mM HEPES-KOH pH 7.0, 500 mM NaCl, 10 mM MgCl_2_, 1 mM Chloramphenicol, 1 mM PMSF, 40 mM sodium phosphate buffer pH 7.0) and centrifuged for 90 min at 75,000 rpm, 4 °C in a TLA120 rotor (250,000 × *g*). Ribosome pellets were resuspended in lysis buffer lacking CaCl_2_. RNA concentration was determined by Bioanalyzer, and 100 μg total RNA was taken for the total translatome. For IP, 4 ml Dynabeads (Life Technologies) were washed three times with 4 ml TBS and incubated with 100 µl anti-DnaK antibody for 15 min at RT under constant shaking. Then, beads were washed three times with 4 ml of TBST buffer. Ribosomes were incubated with affinity beads for 30 min at 4 °C under constant shaking. The matrix was quickly washed three times with cold wash buffer (TBS, 1 mM chloramphenicol, 10 mM MgCl2, 250 mM NaCl, 0.1% Triton X100). Phenol-chloroform extraction and deep sequencing library preparation were done as described in ref. ^33^. Sequencing was performed at the DKFZ Genomics & Proteomics Core facility for sequencing on a HiSeq 2000 from Illumina following the manufacture’s recommendation.

For GroEL-RNC purification lysates were treated as for the DnaK IP. To obtain a quantity of RNA sufficient to prepare a cDNA library for sequencing, additionally, ATP-depleted 60 mM EDC (1-ethyl-3-[3-dimethylaminopropyl] carbodiimide; Pierce) crosslinker in lysis buffer was added to the thawed lysate and incubated for 5 min on an Eppendorf Thermomixer at 300 rpm at 16 °C. The cross-linking reaction was quenched with 200 mM Tris-HCl pH 8.0, 100 mM Glycine, and 4 mM NaHCO_3_ and further incubated for 5 min on ice. Further steps were done as described for DnaK however using an anti-GroEL antibody. See Supplementary Table 1 for used reagents.

### Alignment and preprocessing of sequencing reads in *E. coli*

We first remove adapter sequences using cutadapt with the following parameter: “-u: 2, -nextseq-trim: 20, --discard-untrimmed, -m: 20 -M:45 -O:6 -a:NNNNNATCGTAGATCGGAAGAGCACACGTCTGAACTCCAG TCAC. Trimmed reads were first aligned against an rRNA/tRNA reference using bowtie1 with the following parameter: “-t, -n: 2, --best, --un: <outfile>”. Unaligned reads from the previous step were aligned against the *E. coli* MC4100 reference genome using bowtie1 with the following parameter: “-t, -n: 2, -m: 1, --best, --strata”. P-site positions were assigned using a fixed offset of 15 nucleotides from the 3’-end of reads. Further positions within coding sites were summed every three nucleotides to account for codons. We excluded four genes from analysis: The genes of the elongation factor *tufA* and *tufB* due to high sequence similarity and resulting alignment gaps; DnaK and GroEL because the IP-antibody also recognized nascent DnaK and GroEL, causing artificial enrichments.

### Chaperone engagement score analysis

Chaperone engagement scores were calculated as described in ref. ^36^. In short, for each transcript, a sliding window of 15 codons was applied. Then, the 95% confidence interval (CI) according to Agresti and Coull of the enrichment ratio (factor-bound translatome to total translatome) was calculated. This calculation was performed for each biological replicate separately, and then the average of both replicates was formed. For single-value engagement scores, we calculated position-wise CIs for each gene, but using a sliding window of 45 codons. We define the score as the highest value of the lower CI boundary, excluding the first 30 and the last 10 codons to avoid artifacts due to initiation or nearby downstream genes.

### Binding onset determination

Given a threshold enrichment value of 1.5, each position in a gene was assigned a numerical value of: 1 (bound with high confidence if the lower CI bound is above the threshold), 0.2 (bound with low confidence if the CI overlaps the threshold), 0 (not bound if the upper CI bound is below the threshold). To define enrichment peaks, two replicates were averaged, and position-wise binding values were thresholded at 0.6. Peaks shorter than 6 codons were discarded. The most 5’ position above the threshold is defined as chaperone binding onset.

### Metagene analysis

If not stated otherwise, coding sequences were aligned to the start or stop codon, averaged between replicates and binned with a width of 6 codons. Then, the average enrichment at every position was calculated and normalized by the ratio between the AP or IP and total translatome library size. For domain wise metagene profiles, domain and linker lengths were normalized to 30 and 10 bin, respectively. Linkers longer than 40 amino acids were excluded from the analysis.

### Cluster analysis

Low CI borders of every transcript were compared pair-wise using the dynamic time-warping module with standard parameters from the ts-learn package^81^. Genes shorter than 50 codons and the first 30 and last 10 codons of every transcript were ignored. The resulting similarity matrix was clipped for values larger than 500 (only relevant for *sdhA* and *frdA* in the GroEL IP) and then directly used for hierarchical clustering using the scipy.linkage module with the “ward” distance method.

### Domain annotation

Protein domains were obtained using the CATH sequence similarity search API and the FunFHMMer web server for all MC4100 protein sequences^82^. Domains from the resulting alignment longer than 10 codons were assigned after their similarity rank (highest ranked domains first). Lower-ranked domains were only aligned if the positional overlap with accepted higher-ranked domains was below or equal to 5%.

### Chaperone binding prediction

AlphaFold-derived mmcif files and predicted aligned error matrices for cytosolic *E. coli* proteins were obtained from https://alphafold.ebi.ac.uk/download (UP000000625_83333_ECOLI_v3) and via the urllib python package, respectively. Contacts within structure predictions are defined by atoms that are equal or closer than 6 Å to each other. Atoms of residues that have per a residue confidence score below 70 are ignored. Residue pairs that have a predicted aligned error larger than 5 Å are ignored. Corresponding residues that are equal or closer than 5 residues to each other on the peptide chain are ignored, which largely excludes residue contacts within individual α-helices. The number of atoms involved in a contacting residue pair was defined as the interaction strength. To gain codon resolution for chaperone binding predictions, we elongated the nascent chain by one residue or codon. To account for the ribosomal exit tunnel, we prohibited contact formation of residues that are up to 30 amino acids away from the attached residue (C-terminus). For every nascent chain length, we then sorted contacting residue pairs into three categories: I) both residues are prohibited from forming contacts or are not attached to the peptide chain at this stage of translation. II) The more N-terminal residue can form contacts, but the more C-terminal residue is prohibited from forming contacts or is not attached to the peptide chain. III) Both residues can form contacts. Contacts from category I are ignored. Contacts from category II were considered to contribute to chaperone binding, and the involved residues were named unsatisfied. Contacts from category III were considered to be part of compacted regions. For the “molten globule” model, every tunnel-emerged residue was considered to be engaged in category II contacts until all residues of a domain were available, which satisfied all residues immediately. For the “delayed folding” model, we excluded category II contacts from flexible C-terminal regions. Therefore, we calculated the cumulative sum of category III contact interaction strengths from the C- to N-terminus, ignoring residues with an individual contact strength below 20. We only considered category II contacts for chaperone binding in those N-terminal regions where the cumulative category III contact interaction strengths were larger than 750. Such category II contacts were then sorted after their CATH domain annotation: Unsatisfied contacts where both residues are within an annotated domain were used to predict TF interaction, whereas unsatisfied contact residues that are split between annotated domains were used to predict DnaK interaction. For the DnaK model, category III contacts, which are between domains, are always considered as category II, which accounts for the separation of protein domains until translation termination. The codon-specific chaperone binding value was then calculated by the sum of the category II contact interaction strengths. For single- and metagene plots, the model output was normalized between 0.25 and the SeRP derived chaperone engagement score (max low CI) of the predicted gene to account for differences in gene expression levels and chaperone background binding.

### Limited proteolysis of TrpD RNCs

To investigate the length-dependent nascent chain folding status purified stalled RNCs exposing two different TrpD nascent chain lengths (TrpD^172^ and TrpD^192^) were probed for trypsin sensitivity. 2 µg of stalled RNCs were incubated with varying trypsin concentrations (0.25 dilution series starting final concentration 1.2 µg/ml) for 15 min at 25 °C. Proteolytic digest was stopped by addition of PMSF protease inhibitor (final concentration 2 mM), directly followed by NaOH treatment (final concentration 0.1 M) to release P-site tRNA from the nascent chain. After incubation on ice for 7 min 5x SDS sample buffer was added followed by incubation at 95 °C for 5 min. Proteolytic cleavage patterns were analyzed by Tricine-SDS-PAGE^83^ and immunoblotting using α-SecM primary antibody.

### Optical tweezers: neutravidin-DNA handle preparation and coupling to beads

Double-stranded DNA (dsDNA) handles were generated via PCR amplification, utilizing digoxigenin (DIG) and biotin 5’-end-labeled primers. The primers 2DIGfw5kbp and 3BIOrev5kbp were paired with the pOSIP-TT template in a Phire Green Hot Start II PCR (Thermo Scientific). The resulting 5 kb PCR output was refined using the QIAquick PCR Purification Kit from QIAGEN. This 5 kb DNA, at a concentration of 10 nM, was then incubated with 2 μM neutravidin (Thermo Scientific) in 10 mM PBS at 4 °C overnight. Anti-DIG beads were prepared by cross-linking anti-DIG (Roche) to carboxyl-functionalized polystyrene beads of 2.1 μm size, sourced from Spherotech, using the EDAC carbodiimide crosslinker (PolyLink protein coupling kit by Polysciences). Following this, the 5 kbp neutravidin-DNA strands, having a contour length of 1.7 µm, were attached to the anti-DIG beads, maintaining a ratio of approximately 10 neutravidin-DNA per bead, and left for 30 minutes at 4 °C. After coupling, these beads, now with neutravidin-DNA attachments, underwent multiple washes with Tico buffer, which consists of 20 mM HEPES-KOH pH 7.6, 10 mM (Ac)2Mg, 30 mM AcNH4, and 4 mM β-mercaptoethanol. The final product was then divided into two separate low-protein-binding tubes.

### Optical tweezers: coupling ribosomes to beads

Ribosomes sourced from an *E. coli* K-12 strain (Can20/12E3) that lacks RNase were avi-tagged in vivo at the uL4 ribosomal protein, subsequently biotinylated, and were later extracted. These biotin-tagged ribosomes were then added to a set of neutravidin-DNA modified beads (that had undergone a Tico buffer wash) at a concentration of 350 nM. RNase inhibitor (New England Biolabs) was added and left to incubate at 4 °C for a duration of 30 minutes. Post incubation, ribosomes that hadn’t bound to the beads were separated out through a pelleting process. Following this, the beads underwent a single wash using Tico buffer and were subsequently immersed directly into a cell-free transcription/translation concoction as detailed further.

### Optical tweezers: cell-free protein synthesis with TF and DnaK and co-translational labeling of the nascent chain

For cell-free protein synthesis, a modified reconstituted bacterial PURE system devoid of ribosomes (PUREexpress Δ ribosomes, New England Biolabs) was employed. Co-translational incorporation of biotin at the N-terminal amber sites (TAG) was achieved via the suppressor tRNA methodology, as described in ref. ^38^. This system was supplemented with 10 μM of a tRNA pre-loaded with biotinylated lysine (Biotin-XX-AF_tRNA, amber, CloverDirect), and murine RNase inhibitor sourced from New England Biolabs. 100 nM of fluorescently labeled TF and DnaK, with or without 17 nM DnaJ and 10 nM of GrpE, were added (Supplementary Fig. 3a). Then, after mixing the previously prepared bead-coupled ribosomes to this partially assembled reaction mix, the initiation of synthesis was triggered by adding a linear DNA template of one of the AceE fragments (see section “Bacterial Strains and Plasmids” above) at a concentration of 5.5 nM. This reaction was then kept at 37 °C for 30 minutes. Owing to the SecMstr arrest peptide located at the C-terminus, the emergent nascent chains remained anchored to the ribosome^84^. Post the transcription/translation phase, the beads, now bound with halted RNCs, were reconstituted in pre-cooled TICO buffer (20 mM HEPES-KOH pH 7.5, 10 mM (Ac)2Mg, 30 mM AcNH4, 4 mM β-mercaptoethanol) and maintained at 4 °C. For optical tweezer applications, these RNC-bound beads were diluted in a 300 μL volume of TICO buffer. The experiments were performed in the C-Trap in a TICO buffer containing 100 nM of Atto 532 and Atto 647 N-labeled TF & DnaK, with or without 17 nM DnaJ and 10 nM of GrpE, and 1 mM ATP & regeneration system (20 ng/μl pyruvate kinase, 3 mM phosphoenolpyruvate). 1 mM Trolox in combination with the P2O system, comprising 3 units/ml pyranose oxidase, 90 units/ml catalase, and 50 mM glucose (all from Sigma), served as the oxygen scavenger.

### Optical tweezers: chaperone labelling

For single-molecule optical tweezer experiments combined with fluorescence microscopy, translation of *aceE-secM* was performed in the presence of 100 nM ATTO532 labelled DnaK as well as 100 nM ATTO647N labelled TF. The chaperones DnaK-290C^85^ and TF-99C^86^ were dialyzed overnight at 4 °C in PBS buffer supplemented with 1 mM Tris(2-carboxyetyl) phosphine hydrochloride (TCEP). Subsequently, protein concentrations ranging from 2 to 10 mg/ml were dissolved in a 5 mM TCEP solution. Fluorescent dyes were solubilized in N, N-Dimethylformamide and labeling was started by mixing the chaperones with an excess of the dyes of about 20-fold (for DnaK) and 10-fold for TF. This reaction mixture was gently stirred and protected from light for 2 hours at 25 °C, and the reaction was stopped by the addition of 10 mM DTT. The reaction was kept for 2 hours at 25 °C while gently stirring and protecting the vial from light, and stopped by adding 10 mM DTT. Any excess label was removed by size exclusion chromatography using a Sephadex 75 10/300 GL column.

### Optical tweezers & correlated confocal microscopy assay and single-molecule data analysis

All single-molecule measurements were performed using the C-Trap instrument (LUMICKS, Amsterdam), with two-color confocal fluorescence (532 nm and 638 nm) and APDs for single-photon sensitivity. Two optical traps are formed from a single 1064 nm laser, and can be steered relative to each other with high precision using a piezo mirror. The monolithic laminar flow cell incorporated in the instrument supports a passive pressure-driven microfluidic system with five distinct flow channels. Data collection occurred at a frequency of 50 kHz, averaged to 500 Hz, and saved at that frequency, and subsequent analysis was conducted using tailored scripts in both Matlab and Python. A cycling force spectroscopy mode was employed for measurements. Herein, one of the traps was moved at a constant speed, ranging between a minimal bead separation of 2 μm and a maximum force reaching 65 pN. Simultaneously, both fluorescence excitation beams (532 nm and 638 nm) were scanned along the tethered molecule at a rate of 10 Hz. The tethered molecule was either one of the AceE nascent chain fragments. Binding events of TF and DnaK for AceE fragments were recorded as a single fluorescent spot appearing between both optically trapped beads (Fig. 3b), and this fluorescence signal in time was aligned to the force signal (Supplementary Fig. 3c).

The assay is based on previous work^35,38–40^ that included controls for: (1) Nascent chain synthesis^38^. Bulk PURE in vitro transcription-translation (IVTT) reaction translating a GFP construct without Histidine did not show GFP fluorescence, while adding Histidine did yield measured GFP fluorescence. (2) Nascent RNC tethering. DNA handles with RNCs in between show larger nm-scale length fluctuations than DNA handles only^87^. (3) DNA handle attachment to biotinylated nascent chains. For ribosomes not exposing a nascent chain by omitting the translation reaction, correct tethers showing the right length and unfolding events were not obtained (no correct tethers in 53 bead-approach attempts), while correct tethers were reliably obtained when the ribosomes did expose a biotinylated nascent chain (23 correct tethers in 68 bead-approach attempts). (4) Nascent chain attachment and (un)folding^39^. Ribosomes were tethered that had translated a polypeptide segment that either did contain, or as a control did not contain, the protein of interest. The former showed unfolding and refolding events of the length expected for the protein, whereas the latter did not show any unfolding or refolding features. (5) Fluorescent chaperone binding to tethered polypeptide chain^35,40^. The presence of Atto647N-labeled TF in solution resulted in transient fluorescent spots as seen in this study, at the location of the tethered polypeptide chain (in between beads), whereas the absence of labelled TF did not show such spots. (6) Fluorescent chaperones bind specifically to nascent. Our measurements presented here (Fig. 3) show that both TF and DnaK do not bind when the nascent chain is short and do bind when the nascent chain is longer, as expected. If the chaperones had bound to components other than the nascent chain, one would have detected binding also in the shortest construct.

For Fig. 3d, e, Supplementary Fig. 3d, we analyzed those experiments for which the level of compaction could be determined, which, for instance, depended on whether the nascent chain could be fully unfolded. In order to determine the level of compaction of nascent chains and to ensure single tethers were formed between the optically trapped beads, the resulting force-extension curves for each tether was fitted with two sequential worm-like chains: one accounting for the DNA handle (extensible worm-like chain eWLC) and the other for the stalled nascent chain (inextensible worm-like chain WLC). For molecules that are fully unfolded, the state of nascent chain compaction could be determined at the point of chaperone binding by fitting an eWLC ruler. Partially folded states with a measured contour length (the length of the unfolded part of the chain) that was greater than half of contour length of the fully unfolded state (for that particular AceE fragment) were categorized as “>50% unfolded”. Partially folded states where the measured contour length (length of the unfolded part of the chain) was less than half of the contour length of the fully unfolded state were categorized as “>50% folded”. By repeatedly waiting at zero force, followed by stretching and relaxing, the nascent chain had a chance to repeatedly cycle through several different states of compaction.

### Statistics and reproducibility

If not stated otherwise, the mean of two biological replicates is shown as solid lines. Shadows indicate the 95% CI. For violin plots, black bars indicate medians, and boxes indicate the interquartile range. If not stated otherwise, the two-sided Mann–Whitney *U* test was applied to calculate *p* values. The following python packages were used: numpy for mean and median calculations, scipy for clustering, statistical tests, and regression analysis. statsmodels for CI calculation according to Agresti and Coull.

For Fig. 3c, bottom, a total of 796 molecules (all AceE fragments) were measured as described above, resulting in a total of 173 TF, and 162 DnaK binding events. One of the 173 TF binding events is shown in Fig. 3b. Fragment 1 featured no chaperone binding (*n* = 54 molecules), fragment 2 featured 58 TF binding events and no DnaK binding events (*n* = 115 molecules), fragment 3 featured 65 TF and 37 DnaK binding events (*n* = 226 molecules), fragment 4 featured 47 TF and 64 DnaK binding events (*n* = 209 molecules), fragment 5 featured 3 TF binding and 51 DnaK binding events (*n* = 97 molecules), and fragment 6 featured 0 TF and 10 DnaK binding events (*n* = 95 molecules). Figure 3c, bottom compares the occupancy of TF and DnaK between AceE fragments. The displayed occupancy values are relative, and add up to unity for each chaperone. To determine these values, we first added up the number of TF binding events of each fragment and divided by the total number of molecules measured for each fragment. To account for different measurement times, we divided the resulting fractions by the total measurement time of each fragment. To obtain normalized values, we divided these resulting fractions by the sum of all the fractions. The DnaK values were determined in the same way. Error bars show the standard error of proportion calculated by the following formula (1):

$${{\rm{Standard}}}\; {{\rm{error}}}\; {{\rm{per}}}\; {{\rm{fragment}}}\; {{\rm{n}}}=\sqrt{\frac{{{{\rm{p}}}}_{{{\rm{n}}}}(1-{{{\rm{p}}}}_{{{\rm{n}}}})}{{{{\rm{N}}}}_{{{\rm{n}}}}};}$$

where *p* is the sample proportion given by the calculated normalized fractions above. *N* is the sum of all the molecules for each fragment.

Figure 3e features *n* = 40 TF binding events (majority folded: *n* = 21, majority unfolded: *n* = 19) and *n* = 33 DnaK binding events (majority folded: *n* = 12, majority unfolded: *n* = 21) for which the level of compaction could be determined as described above. Whilst Fig. 3e shows binding times for all AceE fragments and distinguishes between majority folded and unfolded, Fig. 3d displays individual binding times and corresponding chain compactions for AceE fragment 2 for TF binding events (*n* = 33) and AceE fragment 5 for DnaK binding events (*n* = 21). The correlation coefficients of Fig. 3d were calculated with Spearman’s correlation to test for monotonic relationship rather than solely linear relationships. Supplementary Fig. 3d features the following number of TF binding events for AceE: 27 (fragment 2), 15 (fragment 3), 18 (fragment 4), 0 (fragment 5), 0 (fragment 6), and the following DnaK binding events for AceE: 0 (fragment 2), 6 (fragment 3), 10 (fragment 4), 21 (fragment 5), 4 (fragment 6).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All data necessary to interpret, verify, and extend the research (processed ribosome profiling data and chaperone enrichment CIs) in this article have been deposited at the open science foundation (OSF) [10.17605/OSF.IO/SH4YQ]. Raw sequencing data are accessible at the Gene Expression Omnibus repository with the accession code GSE292386. Data is publicly available as of the date of publication. Unless otherwise stated, all data supporting the results of this study can be found in the article, supplementary, source data files or the OSF website. Source data are provided with this study. Source data are provided with this paper.

# Supplementary material for: Proteome-wide determinants of co-translational chaperone binding in bacteria
**Source:** Nat Commun. 2025 May 10;16:4361. doi: 10.1038/s41467-025-59067-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Ranked lists of TF, DnaK and GroEL nascent chain interactors.

**File Name:** Supplementary Data 2

**Description:** Strong chaperone substrates included in clusters A.

**File Name:** Supplementary Data 3

**Description:** Significantly enriched CATH-domains (top) and GO-Terms (bottom) among 134 cluster A genes of TF, DnaK and GroEL.

# Supplementary material for: Proteome-wide determinants of co-translational chaperone binding in bacteria
**Source:** Nat Commun. 2025 May 10;16:4361. doi: 10.1038/s41467-025-59067-9
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

HISeqTM 2000

Data analysis

Cutadapt 1.14  
Bowtie1 version 1.3.1., Langmead and Salzberg, 2012  
Python version 3.10 Python Software Foundation  
numpy version 2.1.3  
scipy version 1.15.1  
tslearn version 0.6.3  
statsmodels version 0.14.4  
matplotlib version 3.10

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data necessary to interpret, verify and extend the research (processed ribosome profiling data and chaperone enrichment confidence intervals) in this article have been deposited at the open science foundation (OSF) [<https://doi.org/10.17605/OSF.IO/SH4YQ>]. Raw sequencing data are accessible at the Gene Expression Omnibus (GEO) repository with the accession code GSE292386 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE292386>]. Data is publicly available as of the date of publication. Unless otherwise stated, all data supporting the results of this study can be found in the article, supplementary, source data files or the OSF website. Source data are provided with this study.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                |
|--------------------------------------------------------------------|----------------|
| Reporting on sex and gender                                        | Does not apply |
| Reporting on race, ethnicity, or other socially relevant groupings | Does not apply |
| Population characteristics                                         | Does not apply |
| Recruitment                                                        | Does not apply |
| Ethics oversight                                                   | Does not apply |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Does not apply                                                                                                                                                                                                                                                                                                                                                                                                              |
| Data exclusions | At the read processing step of demultiplexed deep sequencing datasets low-quality reads, reads that are either too short or too long, as well as reads of non-coding RNAs, including rRNAs and snoRNAs were removed. At the genome read alignment step, reads that present more than two mismatches were excluded. These exclusion criteria were pre-established by multiple previous publications from our and other labs. |
| Replication     | two biological replicates                                                                                                                                                                                                                                                                                                                                                                                                   |
| Randomization   | Does not apply                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Does not apply                                                                                                                                                                                                                                                                                                                                                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Rabbit polyclonal against the ATPase domain of DnaK, Mogk et al. 1999 . Rabbit polyclonal anti-GroEL Laboratory Collection. Sheep polyclonal anti-RpS2 Laboratory Collection.

Validation

Antibodies were validated by previous lab members and were already used in multiple studies of the Bukaulab

## Plants

Seed stocks

Does not apply

Novel plant genotypes

Does not apply

Authentication

Does not apply

How the deposited data were processed for this re-analysis (not part of the article)

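Footprints of ribosomes were sequenced from total translatomes and from translatomes selected for TF, DnaK or GroEL, in 28 libraries of 2 cultures per strain and chaperone at 30 °C: WT and ∆dnaK for TF, WT and ∆tig for DnaK, and WT, ∆tig and ∆dnaK for GroEL. The authors trimmed the reads with cutadapt, removed reads of rRNA and tRNA and aligned the rest to the MC4100 genome with bowtie, keeping unique alignments, and assigned each read to its P-site by a fixed offset from its 3′ end. The deposited value is a count of footprints per nucleotide of each coding sequence, in every file, without normalization. Symbols of 3967 genes were matched between files, 3534 directly and 422 by a synonym, with 11 unmatched.

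Depth ran from 2495716 counts in the TF total translatome of WT 1 to 27788285 in the GroEL-selected translatome of ∆tig 2. Of the genes, 1476 had at least 100 counts in each TF total translatome of WT cells, 2054 in those of DnaK and 2420 in those labelled WT of GroEL, and profiles of genes with fewer counts rest on few footprints per window. Intervals cover counting error only. Between replicates the chi-square per degree of freedom ran from 5.51 to 239, above the value of 1 that counting error alone gives. The deviations of selected and total translatomes from the mean of their condition correlated within a culture from 0.204 to 0.567, and the pairing by replicate number was used. One total translatome of ∆tig cells in the DnaK experiment carries conflicting replicate numbers, and exchanging the 2 was an alternative.

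Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Enrichment, intervals, scores and binding periods follow the paper's Methods with the 95% Agresti-Coull interval, a threshold of 1.5, windows of 15 codons for onsets and 45 for scores, and periods of at least 6 codons. The counts of tufA, tufB, dnaK and groEL stayed in the library sizes and out of the results. Genes with fewer than 50 codons were left out of the clustering. Gene-wise tests used edgeR's quasi-likelihood method on raw counts, with its filter on low counts, library sizes as scaling for selected against total translatomes, TMM factors for total against total, and an adjusted p under 0.05. Differences between strains in enrichment are interaction terms. Permutation tests used 100000 permutations.

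The text names each gene the paper names with a profile, the deleted genes, the first gene of each ranked list and some genes of a list that holds, per test, the 3 genes that rose and the 3 that fell most among those called, changed in the same direction in every pair of replicates and with at least 100 reads in each total translatome. Groups, tests, settings and most alternatives were set before the data were examined, apart from the setting for the scores of cytoplasmic segments. For these, 144 combinations of window, codons and highest or mean value were compared with the source data. The 1 that was equal throughout was used. Alternatives changed the normalization, the test, the filter, the block, the codons used, the interval, the threshold, the window, the genes and the clusters, and left out 1 replicate at a time.

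The gene-wise tests were checked on simulated counts in which 200 genes were changed by 1 on the log2 scale, and recovered 79.5% for TF, 86.5% for DnaK and 29.5% for GroEL in WT cells, 71% for TF in ∆dnaK, 75% for DnaK in ∆tig, 4% and 2.5% for GroEL in ∆tig and ∆dnaK cells, and 70.5% and 63% for the total translatomes in ∆dnaK and ∆tig. False calls numbered 1 to 11 per test. They were 40% of the calls for GroEL in ∆tig, 16.7% for GroEL in ∆dnaK and 15.7% for GroEL in WT cells. In the other tests they were 3.85% to 7.19% of the calls. Onsets planted at known codons were found within 10 codons for 75.9% to 93.8% of genes, and a planted shift of -20 codons was found as -16 to -21.

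Not done were the structure-based models, the domain and disorder annotations and the proteolysis and optical tweezers experiments, for which the deposited files hold no input, and the histidine kinase comparison, for which no gene list was at hand.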

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

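The tests of splits, of carry-over, of the depth of 1 library, of the exchanged labels (apart from that for ∆tig between experiments), of a few genes that take most counts of the total translatomes, of onsets with 4 genes left out and of onsets with libraries of the same kind at one depth were chosen only after the result was seen. Samples far from the others of their group were sought in 24 groups, where chance gives about 1 in 20, and 4 groups held one.

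In the GroEL experiment, the total translatome labelled WT 2 lay far below the other libraries labelled WT in reads of tig, at 77.7 RPM, and the one labelled ∆tig 1 far above the others labelled ∆tig, at 5378 RPM. Carry-over from other libraries is argued against by the level in the latter, 78.6% of the median of 6845 RPM in the 5 other total translatomes labelled WT. A difference in depth is argued against by its 11154476 counts, within the range from 2495716 to 25580138 of all total translatomes. The candidate explanation left is an exchange of the 2 labels, and the values argue against the labels as deposited. With the 2 exchanged, the GroEL engagement scores equalled the paper's for 1997 of 1997 genes, against 0 as deposited. The log2 counts of the library labelled ∆tig 1 correlated at 0.991 with those of WT 1, and those labelled WT 2 at 0.986 with ∆tig 2. As labelled, the 2 WT libraries correlated at 0.956 and the 2 ∆tig libraries at 0.967. At which step an exchange happened cannot be seen from these values.

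The same library labelled WT 2 had 41.8% of its footprints in the reading frame position that held 45.8% to 47.7% in the other total translatomes labelled WT. The total translatomes labelled ∆tig 1, ∆dnaK 1 and ∆dnaK 2 of the same experiment had 42.8%, 42.8% and 42.0%, and the one labelled ∆tig 2 had 45.4%. Low shares thus occur in all 3 strains of the GroEL experiment, and after the exchange of labels WT cells would again hold 1 such library. What sets these libraries apart was not tested.

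The total translatome labelled ∆dnaK 2 of the GroEL experiment had 138 RPM of dnaK, against 18.9, 33.1 and 33.5 in the other 3 labelled ∆dnaK. Its selected translatome had 98.5 RPM, so the reads were present in both libraries of this culture. Where they come from was not tested.

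The paper does not compare the total translatomes between strains, where 1143 of 3710 genes were translated differently in ∆dnaK cells, 588 higher and 555 lower. The highest were ibpA with a log2 ratio of 3.82, clpB and hslO, the lowest yghJ with -3.34, dppA and gltB. Of the 34 splits of the 8 libraries that could be fitted, 1 gave as many genes, the true one. A difference in depth is argued against by 894 genes with all libraries thinned to 2495716 counts, 840 of them shared. A few genes that take most of the counts are argued against by the median log2 ratio of all genes, -0.0253 with library sizes. An exchanged label as the cause is argued against by 1462 genes after the exchange, 1095 of them shared. Without replicate 2 the count was 246, and without replicate 1 it was 757. A changed translation or mRNA level in ∆dnaK cells is a hypothesis found and tested on the same data, and the libraries do not separate the 2.

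In ∆tig cells 0 of 3678 genes passed, with 85 at an unadjusted p under 0.05, so all 34 of the 34 splits that could be fitted gave as many genes. With the 2 GroEL total translatomes exchanged 990 genes passed, which is the same as the split that follows the exchange. An exchanged label may therefore hide differences in ∆tig cells. With the libraries thinned to 7236856 counts 0 genes passed, 84 at an unadjusted p under 0.05.

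The effect of ∆dnaK on translation differed between the TF and GroEL experiments for 10 of 3786 genes (interaction term), 9 of them higher in the GroEL experiment. An exchanged label as the source is argued against by 734 genes after the exchange, which include all 10. For ∆tig the effect differed between the DnaK and GroEL experiments for 0 genes (183 at an unadjusted p under 0.05), and for 88 after the exchange, a test that decides nothing, since a count of 0 cannot fall. What sets the experiments apart, such as the day of culture, stays open.

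For the onsets, genes that take a large share of a selected translatome lower the enrichment of all others. For the earlier DnaK onsets in ∆tig cells this is argued against as the whole cause by the midpoint of the summed enrichment, which moved by -10 codons, and by -19 codons with the reads of 4 genes left out of the library sizes. For the earlier GroEL onsets in ∆tig cells it stays open: the midpoint moved by -23 codons, but the onsets by only -4 codons with the 4 genes left out (-9 with the exchange as well) and by 0 with TMM factors, so the scaling may account for most of that shift. Values relative to the library would also hide a rise in GroEL binding common to all genes. At one depth the shifts of DnaK and GroEL were -41 and -66.5 codons, which argues against depth. That the chaperones compete for nascent chains is the paper's proposal and stays a hypothesis here. For the later GroEL onsets in ∆dnaK cells depth is argued against by 84 codons at one depth. Whether the share taken by groEL accounts for them stays open. The midpoint moved by -14.5 codons, against the onsets, while with the 4 genes left out the shift was still 47.5 codons, with 33 proteins later and 16 earlier, and with TMM factors 50. With the exchange and the 4 genes left out it was 20 codons. A part of the shift may come from scaling, and weaker late binding would also delay the crossing of the threshold. The TF onsets in ∆dnaK cells, earlier by 2 codons, moved by a median of 0 codons at one depth, with 300 proteins earlier and 206 later. The difference in library depth may account for the shift in the median. The midpoint of TF enrichment moved by -0.5 codons, earlier for 336 and later for 310 proteins (two-sided sign permutation p = 0.653).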

How the results depend on the processing

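The alternatives with the exchange of the GroEL total translatomes labelled WT 2 and ∆tig 1, with 4 genes left out of the library sizes, without a minimum length of a binding period, with a binding value above 0.6, or that combine a window of 45 codons with these or with clustering were chosen after seeing the data. So were the onsets at one depth and all alternatives for the correlations with the models and for the difference in shift between cytoplasmic and inner membrane proteins. Over the 38 results of the comparisons, 376 alternative values were computed, of which 255 kept their direction, their side of the threshold and their size, 34 were weaker, 25 stronger, 45 moved beyond the interval or the 1.5-fold range, and 17 reversed. With both replicates and the alternatives set beforehand, these were 146, 16, 8, 20 and 12 of 202 values. For 154 values of named genes, 810 of 1468 alternative values were kept, 650 moved, 8 were weaker and 0 reversed, most of those that moved being onsets. The comparison of histidine kinases was not run, since no list of these genes was at hand.

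The scaling changed which direction held more genes. With library sizes, 25.6% of the called genes were enriched with TF, 16.7% with DnaK and 10.3% with GroEL in WT cells, and 42.6% of the genes with changed DnaK enrichment rose in ∆tig cells. With TMM normalization the calls were 1979 for TF, 1771 for DnaK, 448 for GroEL and 1452 for DnaK in ∆tig cells, and the shares 50.6%, 51.5%, 77.7% and 51.2%. With DESeq2 they were 1253, 1099, 463 and 1098, and the shares 62.9%, 60.7%, 84.7% and 51.5%. The construction shows the cause, since both methods move the median log2 ratio of all genes to near 0, from -0.61, -0.56, -0.69 and -0.09 with library sizes. The genes with changed TF enrichment in ∆dnaK cells fell from 39 to 15 with TMM normalization and 1 with DESeq2. The genes with changed GroEL enrichment in ∆tig cells rose from 0, with 605 at an unadjusted p under 0.05, to 7 and 190, and with DESeq2 those in ∆dnaK cells rose from 2 to 17. The cause of these changes was not tested.

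Cultures pair each selected with its total translatome, and the culture was a block in the tests of enrichment. Without the block, TF in ∆dnaK cells had 0 genes (262 at an unadjusted p under 0.05), GroEL in ∆tig cells 29 and GroEL in ∆dnaK cells 1. Total translatomes of different experiments share no culture, and with the experiment and the replicate number as factors the genes translated differently in ∆dnaK cells numbered 972, of which 965 were shared, and in ∆tig cells 0 (86 at an unadjusted p under 0.05). Without the filter on low counts TF in ∆dnaK cells had 68 genes, and with the first 30 and last 10 codons left out GroEL in ∆tig cells had 21. From the GroEL experiment alone, 93 genes were translated differently in ∆dnaK cells, against 1691 from the TF experiment alone and 1365 from the GroEL experiment with its 2 total translatomes exchanged. From the DnaK experiment alone, 1212 genes were translated differently in ∆tig cells, against 0 with the GroEL experiment included (85 at an unadjusted p under 0.05).

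With the GroEL total translatomes labelled WT 2 and ∆tig 1 exchanged, the calls were 2867 for GroEL in WT cells, 691 in ∆tig and 595 in ∆dnaK cells, and 990 genes were translated differently in ∆tig cells, or 396 from the GroEL experiment alone. With TMM normalization as well, the calls were 1848, 883 and 187, with 54.7% of those in WT cells enriched. The GroEL cluster A grew to 48 proteins, and to 50 with a window of 45 codons.

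With TMM factors for the profiles, the GroEL onset shift in ∆tig cells was 0, its correlation with the TF score 0.0141, the additional GroEL substrates in ∆dnaK cells 120, the TF onset first in 72.4% and 30.6% of TF-bound codons shared. At a threshold of 1.2 these were -7 codons, 0.240, 50, 79.1% and 24.4%. At a threshold of 2 the additional GroEL substrates were 18, the shares 87.9% and 5.03%, the GroEL-bound codons shared with DnaK 44.1% and the shift of translocated proteins -81.5 codons (sign permutation p = 0.0555). With a window of 45 codons the additional GroEL substrates were 22 and the TF onset came first in 89.7%, and with a window of 9 codons the correlation for GroEL was 0.0990 and the shift of translocated proteins -38 codons (sign permutation p = 0.0850). Over genes with at least 100 reads in each total translatome, the TF shift was -2 codons over 502 proteins, with a Kolmogorov-Smirnov p above 0.05, and the size ratio of TF and DnaK against DnaK alone was 1.01, reversed from 0.967. The cause of these changes was not tested.

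With the clusters A recomputed here, the GroEL shift in ∆tig cells was -8 codons over 15 proteins, the shares with the TF onset first and of shared TF-bound codons 80.6% and 18.4%, the proteins bound by 2 or 3 chaperones 8.89% and the last size ratio 1.01. With the GroEL total translatomes exchanged these proteins were 10.7%. With the distances as observation vectors, cluster A held 425 proteins for TF and 67 for DnaK. With windows of 45 codons DnaK had 450, and with both changes the clusters held 411, 12 and 8. The median over genes gave metagene ratios of 0.765, 2.25 and 1.83 for TF, DnaK and GroEL. Summed reads gave 2.33 for DnaK and 2.79 for GroEL and moved the TF maximum to codon 216. Genes with at least 100 reads in each total translatome gave 0.671 for TF and 3.40 for GroEL, and genes of at least 500 codons 0.686 for TF.

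With the reads of 4 genes left out of the library sizes, the GroEL shift in ∆tig cells was -4 codons, its correlation 0.208, the additional GroEL substrates in ∆dnaK cells 167 and the shares 76.4% and 22.0%. With the exchange as well, the GroEL shifts were -9 codons in ∆tig and 20 in ∆dnaK cells, the correlation 0.106 and the additional substrates 171. Without a minimum length of binding periods, the GroEL shift in ∆tig cells was -34.5, that of translocated proteins -49, the additional substrates 76 and the TF onset first in 78.1%. A binding value above 0.6 gave 5 additional substrates, 88.5%, 6.12% and 42.2%. A window of 45 codons without a minimum length gave a correlation of 0.0583, 26 additional substrates, 89.2% and 67.5%. With the exchange it gave 27 and 68.6%, and with the 4 genes left out as well a correlation of 0.0521, 130 substrates, a GroEL shift in ∆dnaK cells of 27 codons and 74.9%.

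With replicate 1 or 2 left out, the genes translated differently in ∆dnaK cells numbered 246 to 757, and the median onset shifts lay between -71.5 and -29 codons for DnaK in ∆tig cells, -97.5 and -13 for GroEL in ∆tig, 51.5 and 112 for GroEL in ∆dnaK and -4 and -1 for TF in ∆dnaK cells. By localization the shifts lay between -90.5 and -38 codons, -84 and -59, and 19 and 26.5. The correlations lay between -0.330 and -0.299 for DnaK and -0.0299 and 0.0194 for GroEL. TF came first in 85.4% to 86.9%, the TF-bound codons shared were 7.64% to 13.3% and the GroEL-bound ones 41.8% to 56.1%. The additional GroEL substrates in ∆dnaK cells were 22 to 48. The additional substrates in ∆tig cells were 268 to 378 for DnaK and 190 to 250 for GroEL, and the shift of cytoplasmic less inner membrane proteins lay between -117 and -57 codons. The correlation of the DnaK score with the length of cytoplasmic segments was 0.586 to 0.743, and 0 genes were translated differently in ∆tig cells (113 without replicate 1 and 96 without replicate 2 at an unadjusted p under 0.05). Cluster A held 269 to 303 proteins for TF, 50 to 496 for DnaK and 68 to 71 for GroEL. The metagene ratios were 0.640 to 0.663 for TF, with the maximum at codons 162 to 192, 2.43 to 2.60 for DnaK and 3.26 to 3.46 for GroEL.

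The tests of GroEL in the mutants are weak: in simulated data with 200 genes changed by 1 on the log2 scale, 4% and 2.5% were recovered, against 71% for TF in ∆dnaK and 75% for DnaK in ∆tig cells. At the same depth, the exchange of the 2 GroEL total translatomes raised the calls from 0 to 691 and from 2 to 595. The TF total translatome of WT 1, with 2495716 counts, had the fewest genes with at least 100 reads of all total translatomes, 1480, which limits the TF profiles of WT cells.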

Differences from the paper's values

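Of 73 values compared with the paper's, 6 differed with the settings used throughout. A value counted as different when it was more than 1.5 times the other and apart by more than the SD of the 2 replicates, where there was one, or for signed values when apart by more than that SD or of the other sign. The alternatives named here were set before the data were examined unless stated otherwise.

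The paper's cluster A of GroEL has 50 proteins, and the one computed here 15. Without replicate 1 or 2 it had 68 or 71, of which 38 and 49 are in the paper's, and its size no longer differed, and with the distances as observation vectors it had 10 and did. With the GroEL total translatomes labelled WT 2 and ∆tig 1 exchanged it had 48, and with windows of 45 codons as well 50, both chosen after seeing the values. The paper's cluster A of DnaK has 544 proteins, and the one computed here 169. Without replicate 2 it had 496, of which 441 are in the paper's, and its size did not differ, while with the distances as observation vectors (67) and without replicate 1 (50) it did. With windows of 45 codons, chosen after seeing the values, it had 450.

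The correlation of the DnaK profile of metH with its model is 0.928 in the paper and 0.935 here, with no alternative set for it beforehand. Chosen after seeing the values, windows of 15 codons gave 0.907 for metH, and leaving out replicate 1 or 2 gave 0.931 or 0.923.

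The median GroEL onset shift in ∆dnaK cells is 29 codons in the paper's source data and 81 here. A threshold of 2 (55.5), a window of 45 codons (34.5), TMM factors (50) and leaving out replicate 2 (51.5) did not differ. A threshold of 1.2 (127), a window of 9 codons (89.5), genes with at least 100 reads (85), leaving out replicate 1 (112), recomputed clusters (163) and Wilson intervals (85) did. The median DnaK onset shift of inner membrane proteins is 18 codons in the paper's source data and 25 here. A threshold of 1.2 (22), a window of 45 codons (17), TMM factors (22) and leaving out replicate 2 (19) did not differ. A threshold of 2 (11.5), a window of 9 codons (25), genes with at least 100 reads (27), leaving out replicate 1 (26.5), recomputed clusters (47), Wilson intervals (25) and the exchange of the 2 ∆tig totals of the DnaK experiment (29) did.

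The correlation of the DnaK onset shift with the TF score is -0.370 in the paper's source data and -0.347 here. A threshold of 1.2 (-0.366), a window of 45 codons (-0.372), TMM factors (-0.351), genes with at least 100 reads (-0.370) and Wilson intervals (-0.358) did not differ. A threshold of 2 (-0.269), a window of 9 codons (-0.322), leaving out replicate 1 (-0.330) or 2 (-0.299), recomputed clusters (-0.449) and the exchange of the 2 ∆tig totals (-0.394) did. With windows of 45 codons, no minimum length and the 2 GroEL total translatomes exchanged, chosen after seeing the values, the onsets equalled those of the source data for all 664 TF, 492 DnaK and 50 GroEL proteins. The GroEL shift in ∆dnaK cells was then 29 codons, and with the same windows and no minimum length the shift of inner membrane proteins was 18 codons and the correlation -0.370.

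The following were not among these 6. By the source data TF came first for 175 of 195 proteins, or 89.7%, with 15.6% of TF-bound and 67.8% of GroEL-bound codons shared with DnaK, against 85.1%, 13.1% and 57.1% here. The paper counts 123 inner membrane proteins in the DnaK cluster A, and the annotation used here 98. The GroEL score of leuA, 26.6 at rank 13 in the paper, was 66.2 at rank 4 here, and with the 2 GroEL total translatomes exchanged, chosen after seeing the values, it was 26.6. The metagene form closest to the source data was the mean over genes of the pooled ratio with 4 genes left out, with a median difference of 0.0435% for TF, 0.0490% for DnaK and 2.22% for GroEL.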

Other observations

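In the DnaK experiment dnaK had 8607 and 9170 RPM in the total translatomes of ∆tig cells, against 4316 and 4530 in WT cells. In the GroEL experiment it had 6195 and 6714 in the total translatomes labelled WT 2 and ∆tig 2, the 2 with few reads of tig, against 4416 and 4046 in those labelled WT 1 and ∆tig 1. A candidate explanation, noticed in the data, is that cells without TF translate more dnaK. For the GroEL experiment alone it needs the exchange of the 2 labels, after which 1997 of 1997 GroEL scores equalled the paper's. No test was made, since dnaK was left out of the gene-wise tests.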
